# miR-203 drives breast cancer cell differentiation

**DOI:** 10.1186/s13058-023-01690-9

**Published:** 2023-08-04

**Authors:** Nuria G. Martínez-Illescas, Silvia Leal, Patricia González, Osvaldo Graña-Castro, Juan José Muñoz-Oliveira, Alfonso Cortés-Peña, María Gómez-Gil, Zaira Vega, Verónica Neva, Andrea Romero, Miguel Quintela-Fandino, Eva Ciruelos, Consuelo Sanz, Sofía Aragón, Leisy Sotolongo, Sara Jiménez, Eduardo Caleiras, Francisca Mulero, Cristina Sánchez, Marcos Malumbres, María Salazar-Roa

## Abstract

A hallmark of many malignant tumors is dedifferentiated (immature) cells bearing slight or no resemblance to the normal cells from which the cancer originated. Tumor dedifferentiated cells exhibit a higher capacity to survive to chemo and radiotherapies and have the ability to incite tumor relapse. Inducing cancer cell differentiation would abolish their self-renewal and invasive capacity and could be combined with the current standard of care, especially in poorly differentiated and aggressive tumors (with worst prognosis). However, differentiation therapy is still in its early stages and the intrinsic complexity of solid tumor heterogeneity demands innovative approaches in order to be efficiently translated into the clinic. We demonstrate here that microRNA 203, a potent driver of differentiation in pluripotent stem cells (ESCs and iPSCs), promotes the differentiation of mammary gland tumor cells. Combining mouse in vivo approaches and both mouse and human-derived tridimensional organoid cultures, we report that miR-203 influences the self-renewal capacity, plasticity and differentiation potential of breast cancer cells and prevents tumor cell growth in vivo. Our work sheds light on differentiation-based antitumor therapies and offers miR-203 as a promising tool for directly confronting the tumor-maintaining and regeneration capability of cancer cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-023-01690-9.

## Introduction

Solid tumors are heterogeneous in their cell composition, with a small subset of tumor cells sharing certain biological and molecular properties with tissue-specific stem cells (SC) [1–3]. This cell population has long-term renewal potential, supporting a proliferation hierarchy among cancer cells. In some tumors, the genes and signaling pathways that regulate normal SC roles also function as oncogenes or regulate tumor maintenance and progression [4–16]. One of the best-characterized examples is WNT–β-catenin signaling, which is essential for the maintenance and proliferation of SCs [17]. Importantly, this pathway is frequently mutated in colorectal cancers [18] and is required to sustain tumor growth and progression in several different types of cancers, including colorectal cancer, leukemia and skin basal cell carcinoma [19]. Consistent with the reprogramming of tumor cells into an embryonic-like fate, similarities between embryonic mammary SCs and the basal-like and HER2-positive breast cancer subtypes (which are less differentiated than other breast cancer subtypes) have also been described [20]. All those observations are consistent with the idea that, for tumor initiation, adult cells are required to undergo reprogramming to a progenitor-like fate.

Many of the current therapeutic strategies aimed at eliminating cancer cells involve treatment with standard antiproliferative chemotherapy, which often has limited benefits. The residual population of chemotherapy-resistant tumor cells capable of regenerating the disease is—at least by definition—enriched in cancer stem cells (CSCs) [1]. This fact has inspired the design of numerous antitumor therapies directly targeting the CSC niche, based on inducing their terminal differentiation. Indeed, the original idea of anti-CSC therapy arose in the 1970s and 1980s, from the observation that leukemic cells are blocked in an undifferentiated state. The use of all-trans retinoic acid induced terminal differentiation of leukemic cells [21]—and currently is the standard of care for the treatment of patients with acute promyelocytic leukemia. The success of all-trans retinoic acid therapy inspired other therapies that were based on inhibiting epigenetic regulators to induce cancer differentiation in multiple hematological malignancies [22] and the same mechanism also shows certain promise in solid tumors. Nevertheless, it is now established that even differentiated cells can be reprogrammed into stem-like cells, suggesting that cell state reprogramming is more common and occurs in more diverse cell types than previously thought [23, 24]. Indeed, this type of reprogramming can be used to re-establish stem-like hierarchies in tumors even after elimination of putative CSCs [25]. Therefore, eliminating unstable cells and also abrogating the mechanisms by which tumor cells gain cell state plasticity may be the most productive differentiation strategy. Such complexity makes the enticing therapeutic targeting of undifferentiated cancer cells still uncertain.

Novel players in carcinogenesis are microRNAs (miRNAs), which are epigenetically regulated but also control epigenetic events [26]. miRNAs comprise a class of small noncoding RNAs involved in posttranscriptional regulation of gene expression. miRNAs act by inhibiting translation of target mRNAs, and it is estimated that one-third of protein-coding mRNAs are subjected to regulation by miRNA. miRNA deregulation has been implicated in cancer development, and both oncogenic and tumor-suppressor miRNAs have been identified, many of which act through inhibition of translation of proteins controlling cell proliferation, survival and development [26].

Fuchs’ laboratory first described an in vivo role for microRNA 203 as a suppressor of stemness in developing epidermis [27]. Soon after that, we described miR-203 as a tumor suppressor in hematopoietic tumors. Our laboratory found that miR-203 expression was frequently silenced in mouse and human T and B cell malignancies through hypermethylation of its genomic region, and ABL1 and BCR-ABL1 fusion transcripts are indeed direct targets of miR-203-mediated translational repression [28]. The same year, a landmark paper from Massague’s group identified a set of eight microRNAs whose expression was inversely correlated with the metastatic potential of human breast cancer cell lines [29]. Though not studied further, miR-203 was among the eight miRNAs initially identified in that study. In the years since this report was published, miR-203 has been shown to regulate genes involved in crucial tumor pathways, such as signal transduction (BCR-ABL1), stemness (p63, BMI1), migration (LASP1, ASAP1), as well as known regulators of metastasis (SNAI1/2) among many others [30–39]. However, the capacity of miR-203 to fine-tune cancer cell differentiation remains uncertain and deserves a more focused research.

Recently, our laboratory has identified an unprecedented role of miR-203 modulating both reprogramming from somatic to pluripotent cells [40] and the differentiation capacity of stem cells [41]. Our data support the intriguing fact that a brief exposure to miR-203 blocks reprogramming to pluripotency while expanding the differentiation efficiency of stem cells. Such effects are mediated by direct or indirect targeting of the epigenetic landscape, making pluripotent cells more proficient for subsequent differentiation.

Given the obvious parallelisms between tumorigenesis and pluripotency [42–44], we evaluated the outcomes of miR-203 treatment on cancer cell differentiation. Using the classical MMTV-PyMT transgenic mice as a breast cancer model [45], we demonstrate here that miR-203-mediated effects on cellular reprogramming and cell differentiation can be advantageous in antitumor therapy. Combining in vivo approaches and their direct version on in vitro settings by tumor-derived organoids, we show that a brief exposure to miR-203 controls the self-renewal and proliferative capacity of breast cancer cells, attenuates migratory abilities and provokes a switch from a basal tumor phenotype to a more differentiated luminal-like status, similar to that observed in non-tumor cells.

## Results

### Different schedules of miR-203 treatment prevent tumor initiation, growth and metastasis in the MMTV-PyMT breast cancer mouse model

To easily manipulate miR-203 levels in vitro and in vivo, we generated a tetracycline-inducible knock-in model in which the miR-203-encoding sequence was inserted downstream of the type I collagen gene and expressed under the control of a tetracycline-responsive element [*ColA1* (miR-203) allele] in the presence of tetracycline reverse transactivator, expressed from the Rosa26 locus [Rosa26 (rtTA) allele] [41]. The treatment of *ColA1 (miR-203/miR-203); Rosa26 (rtTA/rtTA)*-derived cells with doxycycline (Dox) leads to a significant induction of miR-203 levels, only when exposed to Dox treatment [41].

To illustrate the role of miR-203 as an antitumor agent in vivo, we chose the PyMT breast cancer model for its close similarity to human breast cancer, exemplified by the fact that in these mice a gradual loss of steroid hormone receptors (estrogen and progesterone) and β1-integrin is associated with over-expression of ERBB2 and cyclin D1 in late-stage metastatic cancer [46]. In the Tg(MMTV-PyVT) model (also known as “MMTV-PyMT”), transgenic mice express the Polyoma Virus middle T (PyMT) antigen under the direction of the mouse mammary tumor virus (MMTV) promoter/enhancer [47]. Hemizygous MMTV-PyMT females develop palpable mammary tumors that metastasize to the lung and exhibit high penetrance and early onset of mammary cancer compared to other mammary tumor models. Tumor formation and progression in this murine model is notably similar to that observed in patients and is characterized by four stages: hyperplasia, adenoma/mammary intra-epithelial neoplasia, early carcinoma and late carcinoma. Therefore, we crossed our miR-203 inducible mice with the Tg(MMTV-PyVT) model, in order to generate an in vivo tool where easily fine-tune the miR-203 levels by Dox treatment in diet, at different time points during mammary tumor development.

We dissected the in vivo antitumor effects of miR-203 by inducing its expression at different schedules: (i) starting at tumor onset and sustaining the treatment during two weeks (Fig. 1); (ii) starting at tumor onset and sustaining the treatment throughout the experiment, to the human experimental endpoint (Fig. 2); or (iii) starting once the tumors are established and under exponential growth, and treating every two weeks (Fig. 3). Tumors were followed by micro-CT, and the tumor volume was determined. The potential effects of miR-203 on metastasis incidence in the lungs were also evaluated by micro-CT throughout the three in vivo experiments, and by histopathology analysis of lung samples at the endpoint in all conditions tested.

**Fig. 1:**
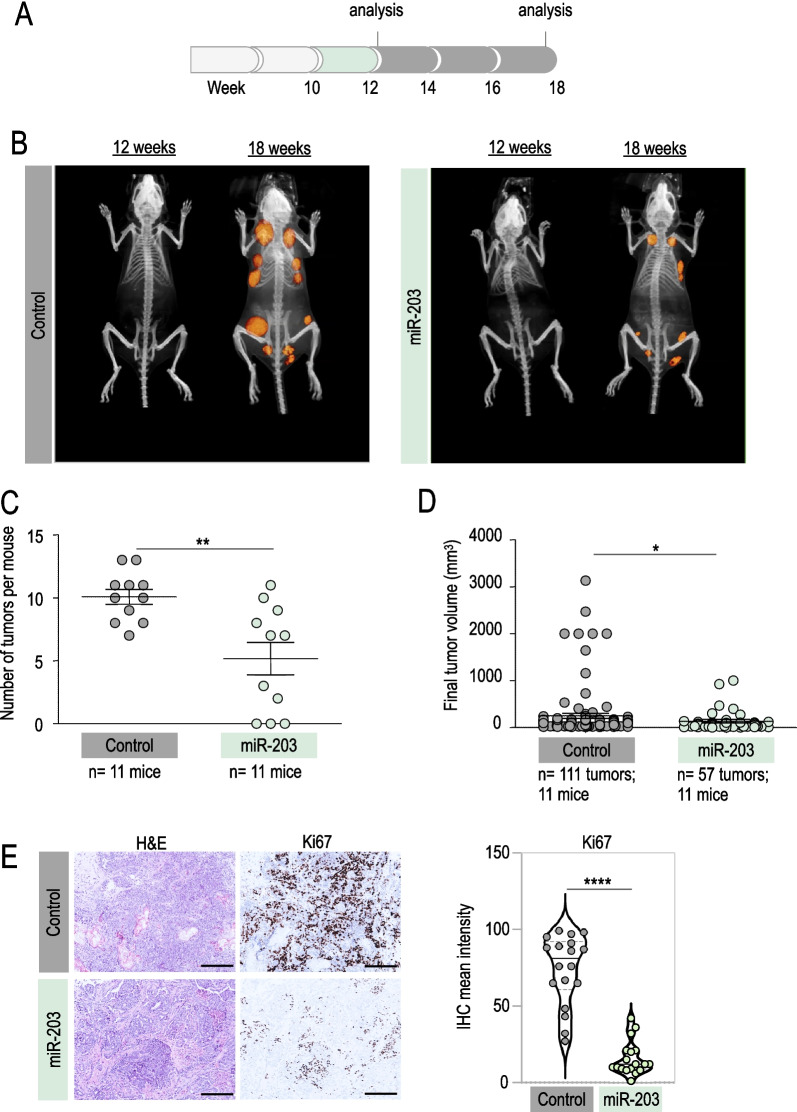
In vivo effects of miR-203 treatment on PyMT mice, started at tumor onset and sustained for two weeks. **A** Schematic of the doxycycline (Dox) treatment (in green) schedule in vivo, on *miR-203 wild-type* or *miR-203 knock-in*; *PyMT* mice, during two weeks from tumor onset (before the tumors are detected by micro-CT). **B** Representative micro-CT images of mice subjected to Dox treatment (in the figures, “control” indicates miR-203 wild-type; “miR-203” indicates knock-in mice), after Dox treatment (12 weeks of age) and at the endpoint (18 weeks of age). **C** Number of tumors per mouse at the endpoint, in control and miR-203-treated mice. **D** Final tumor volume of control and miR-203-treated mice. In **C**, **D**, data are represented as mean ± s.d. (Number of mice and total number of tumors per group are indicated in the figure.) **E** Left panel, Illustrative hematoxylin and eosin (H&E) and Ki67 immunohistochemistry (IHC) staining of control and miR-203-treated tumors at the endpoint. Right panel, Violin plot showing the quantification of Ki67 staining, six different fields from three independent tumor samples were analyzed. Scale bar, 500 µm. ****p < 0.0001; ** < 0.01; *p < 0.05 (Student’s t test)

**Fig. 2:**
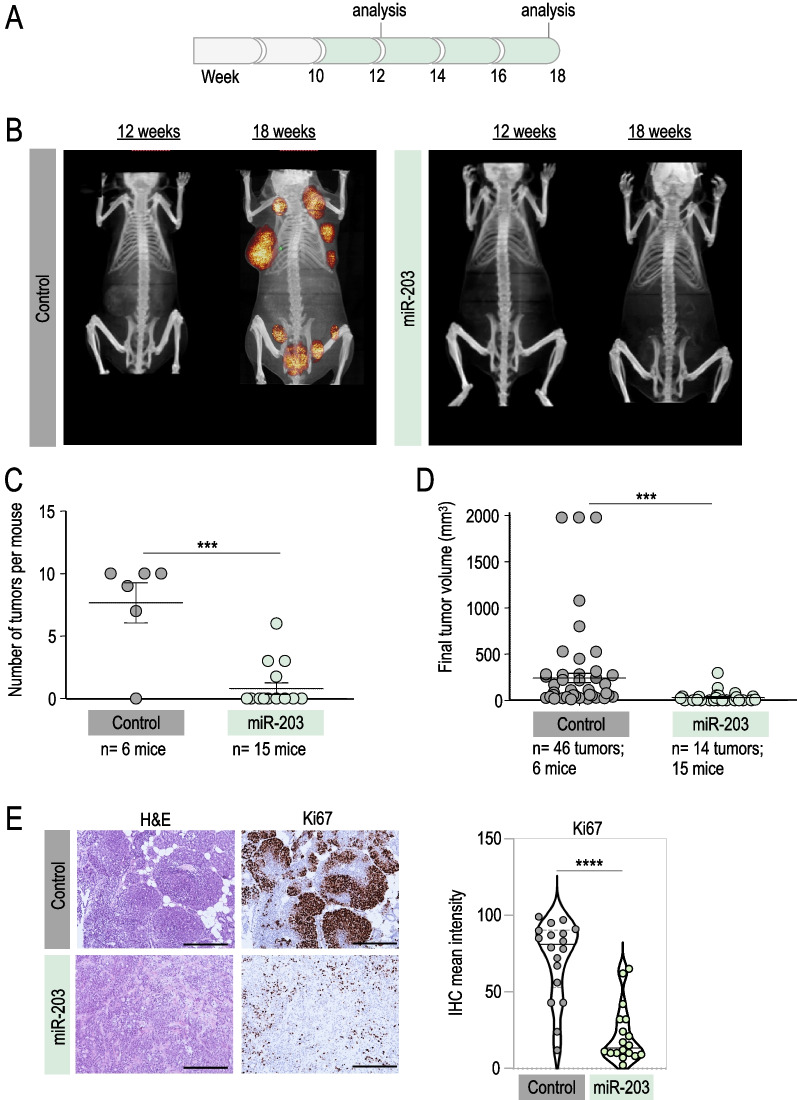
In vivo effects of miR-203 treatment on PyMT mice, started at tumor onset and sustained to the human endpoint. **A** Schematic of the Dox treatment (in green) schedule in vivo, on *miR-203 wild-type* or *miR-203 knock-in*; *PyMT* mice, from week 10 to the experimental endpoint. **B** Representative micro-CT images of mice subjected to the Dox treatment (in the figures, “control” indicates miR-203 wild-type; “miR-203” indicates knock-in mice), at 12 weeks of age and at the endpoint (18 weeks of age). **C** Number of tumors per mouse at the endpoint, in control and miR-203-treated mice. **D** Final tumor volume of control and miR-203-treated mice. In **C**, **D**, data are represented as mean ± s.d. (Number of mice and total number of tumors per group are indicated in the figure.) **E** Left panel, Representative H&E and Ki67 IHC staining of control and miR-203-treated tumors at the endpoint. Right panel, Violin plot showing the quantification of Ki67 staining, six different fields from three independent tumor samples were analyzed. Scale bar, 500 µm. ****p < 0.0001; ***p < 0.001 (Student’s t test)

**Fig. 3:**
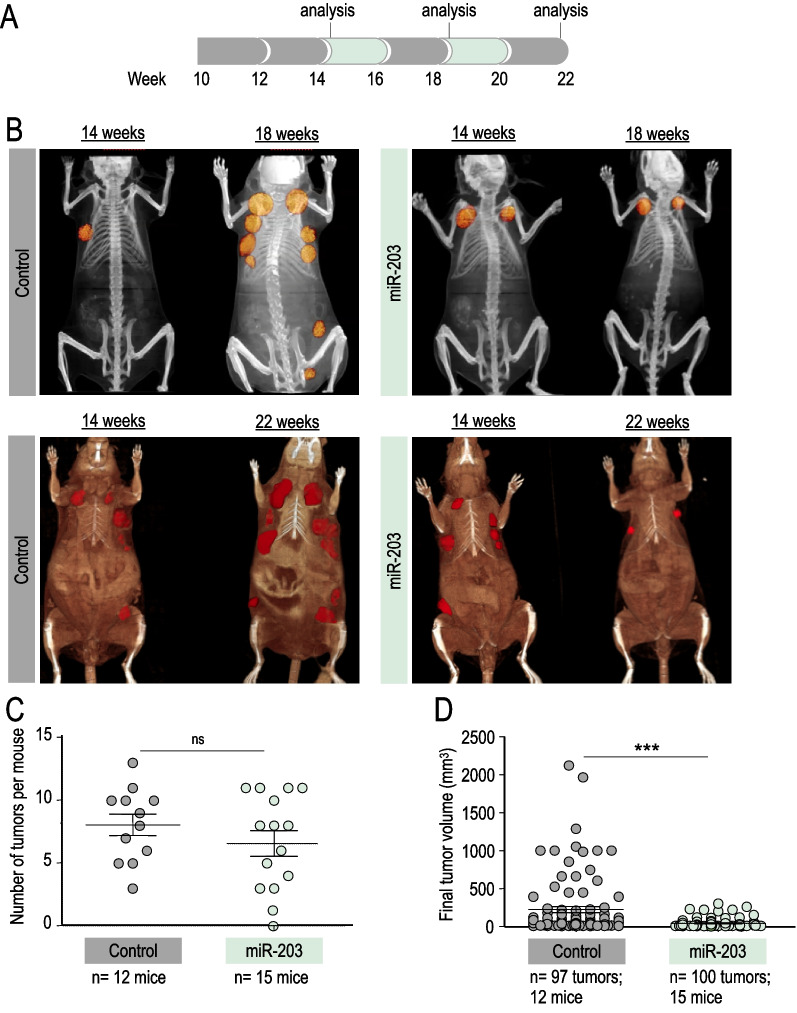
In vivo effects of miR-203 treatment on PyMT mice, started at tumor CT detection and administered every two weeks. **A** Schematic of the Dox treatment (in green) schedule in vivo, on *miR-203 wild-type* or *miR-203 knock-in*; *PyMT* mice, starting when tumors are found by micro-CT imaging (around week 14) to the endpoint, on alternating weeks. **B** Representative micro-CT images of mice subjected to the Dox treatment (in the figures, “control” indicates miR-203 wild-type; “miR-203” indicates knock-in mice) at tumor detection by micro-CT (14 weeks), four weeks later (18 weeks) and at the endpoint (22 weeks). **C** Number of tumors per mouse at the endpoint, in control and miR-203-treated mice. D, Final tumor volume of control and miR-203-treated mice. In **C**, **D**, data are represented as mean ± s.d. (Number of mice and total number of tumors per group are indicated in the figure.) ***p < 0.001; *n.s.* not statistically different (Student’s t test)

As depicted in Fig. 1, we first treated *Tg (MMTV-PyMT); ColA1 (miR-203/miR-203); and Rosa26 (rtTA/rtTA)* mice (for short, *PyMT; miR-203 wild-type* or *PyMT; miR-203 knock-in*) with Dox during two weeks from tumor onset (week 10, as detected by histopathology analysis; Fig. 1A, Additional file 1: Fig. S1), followed by Dox withdrawal to the experimental human endpoint. The incidence of tumors per mice and the final tumor volume were significantly reduced in miR-203-treated compared to control mice (Fig. 1B–D). When the tumor samples were analyzed by immunohistochemistry at the end of the experiment, we found a down-regulation of the proliferation marker Ki67 in those tumors briefly treated with miR-203 in vivo, suggesting a less aggressive phenotype (Fig. 1E). No changes were detected in apoptosis, as assessed by the levels of cleaved caspase 3 (Additional file 1: Fig. S1).

As a next step, we maintained the Dox treatment from tumor onset to the experimental human endpoint (Fig. 2A, Additional file 1: Fig. S1). The miR-203-mediated antitumor effects were stronger in this case, since miRNA treatment blocked tumor onset almost completely (Fig. 2B, C). Indeed, very few tumors were found in the miR-203-treated group, and their final volume was notably reduced when compared to the control counterparts (Fig. 2C, D). The rare and small miR-203-exposed tumors we were able to analyze exhibited again a markedly reduced proliferation rate with no differences in apoptosis when compared to their control counterparts (Fig. 2E, Additional file 1: Fig. S1).

Finally, we tested an in vivo schedule where the treatment started once the tumors were detectable by micro-CT (around week 14) and was intermittently applied to mice, every two weeks, to the experimental endpoint (Fig. 3A). Of interest, this treatment schedule was significantly effective in terms of tumor growth control but the average of tumors detected per mouse was almost identical to the one observed in the control group (Fig. 3B–D), suggesting that, at this stage, tumor initiation capacity was recovered when the exposure to miR-203 was discontinuous. Since tumor initiation capacity falls—by definition—on dedifferentiated tumor cells, we tested whether well-established markers for dedifferentiation in cancer [48] had been altered by miR-203 treatment. CD44 and NeuN expression levels were notably reduced in those tumors exposed to miR-203 in vivo*,* as well as the proliferation marker Ki67 (Fig. 4A), while H3K27me3, prolactin and progesterone receptor, the three of them considered markers of maturation and differentiation [48–51], were induced on miR-203-treated tumors respect to the control counterparts (Fig. 4B). As an additional key observation, none of the miR-203-treated mice (*n* = 41) developed lung metastasis in any of the three in vivo experiments performed, compared to 31% incidence of lung metastasis in the control groups (*n* = 29; Fig. 4C).

**Fig. 4:**
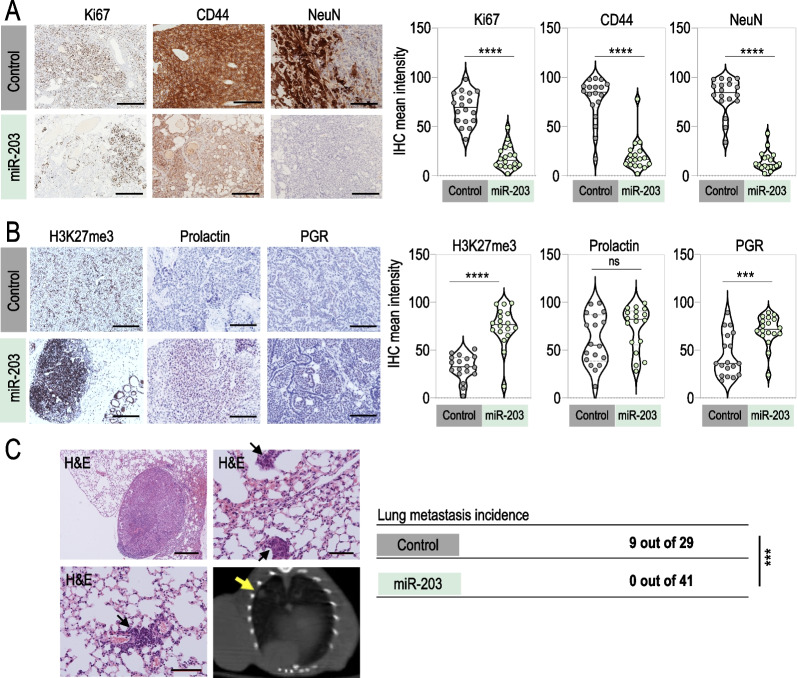
miR-203 exposure in vivo on PyMT mice alters the expression of stem-like and differentiation markers in mammary tumors and fully prevents lung metastasis. **A** Left panel, Representative images of IHC staining for Ki67 (to test proliferation), CD44 and NeuN (as stem-like cell markers) in control and miR-203-treated tumors, at the experimental endpoint and after exposure to Dox on alternating weeks from tumor detection by micro-CT, as indicated in Fig. 3A. Right panel, Violin plots showing the quantification of markers staining. **B** Left panel, Representative images of IHC staining for H3K27me3, prolactin and progesterone receptor (PGR), to test evidences of differentiation on control and miR-203-treated tumors as in (**A**). Right panel, Violin plots showing the quantification of markers staining. **C** Illustrative H&E staining of lung macro- and micro-metastasis, found in several control mice at the experimental human endpoint. Representative examples are shown, from the 9 metastasis cases identified throughout the three in vivo experiments (depicted in Figs. 1, 2, 3). As shown in the table, the overall incidence of metastasis was 31,03% in control mice *versus* 0% in miR-203-treated mice. The bottom right panel shows a representative micro-CT image, pointing to one evident macro-metastasis (yellow arrow) found in a control mouse. Scale bar, 500 µm. In violin plots, six different fields from three independent tumor samples were analyzed. ****p < 0.0001; ***p < 0.001; *n.s.* not statistically different (Student’s t test)

Altogether, these observations demonstrate a beneficial role of miR-203 treatment not only to block proliferation and induce exhaustion of tumor growth capacity, but also to ameliorate metastasis incidence. With these data, it is tempting to speculate that miR-203 treatment has an impact on the cell renewal and plasticity of cancer cells.

### Brief exposure to miR-203 induces morphological and molecular changes suggestive of epithelial differentiation on PyMT mammary tumor-derived organoids

Recently, the culturing of mammary organoids in 3D artificial extracellular matrix (ECM) hydrogels has been shown as the most accurate approach especially for studying mammalian development, disease and stem cell behavior [52]. Previous studies demonstrated that organoids developed from breast tumors closely resemble the gene expression signature and heterogeneity of the tumor of origin, and even mammary branching morphogenesis is recapitulated in an organoid system by retaining its epithelial spatial organization [53–55]. Therefore, we decided to create an organoid platform in vitro, which helped us to interpret our observations in vivo and to characterize the antitumor effect of miR-203 with special focus on cancer differentiation. To generate the organoid cultures, we followed the same schedule depicted in Fig. 3, including this time a second control group of *PyMT; miR-203 knock-in* mice treated in vivo with vehicle. The outcome of both control groups was undistinguishable, corroborating that (i) Dox has no effect per se and (ii) the miR-203 inducible system is not leaky [41].

Interestingly, the morphology of control tumor-derived organoids was remarkably different to the one observed on miR-203-treated tumor-derived organoids. As depicted in Fig. 5A, the structure of control tumor-derived organoids was compacted, disorganized, dense and grape-shaped. However, miR-203-treated tumor-derived organoids were predominantly cystic and structured, suggestive of a luminal epithelium [54]. Moreover, immune-histology analysis revealed lower proliferative rates (Ki67 staining) in miR-203-treated tumor-derived organoids when compared to their control counterparts (Fig. 5A). When the control organoids (never exposed to Dox in vivo) were exposed to miR-203 in vitro for a short period of time (5 days, followed by miR-203 withdrawal for two more weeks), their morphology systematically changed in a gradual manner turning into hollow cysts (Fig. 5B, Additional file 1: Fig. S2A), showing again that miR-203 treatment boosts the cyst-forming ability of mammary epithelial cells. Of interest, such capacity has been attributed to ALDH-positive progenitors [56]. Accordingly, the expression levels of ALDH1/2 were notably diminished when the organoids were briefly exposed to miR-203 in vitro (Fig. 5C), suggesting the terminal differentiation of such progenitors. The cystic organoids exposed to miR-203 eventually collapsed (as denoted in the bright-field images of Fig. 5B and Additional file 1: Fig. S2A), while the control organoids were easily maintained in vitro for several passages during months.

**Fig. 5:**
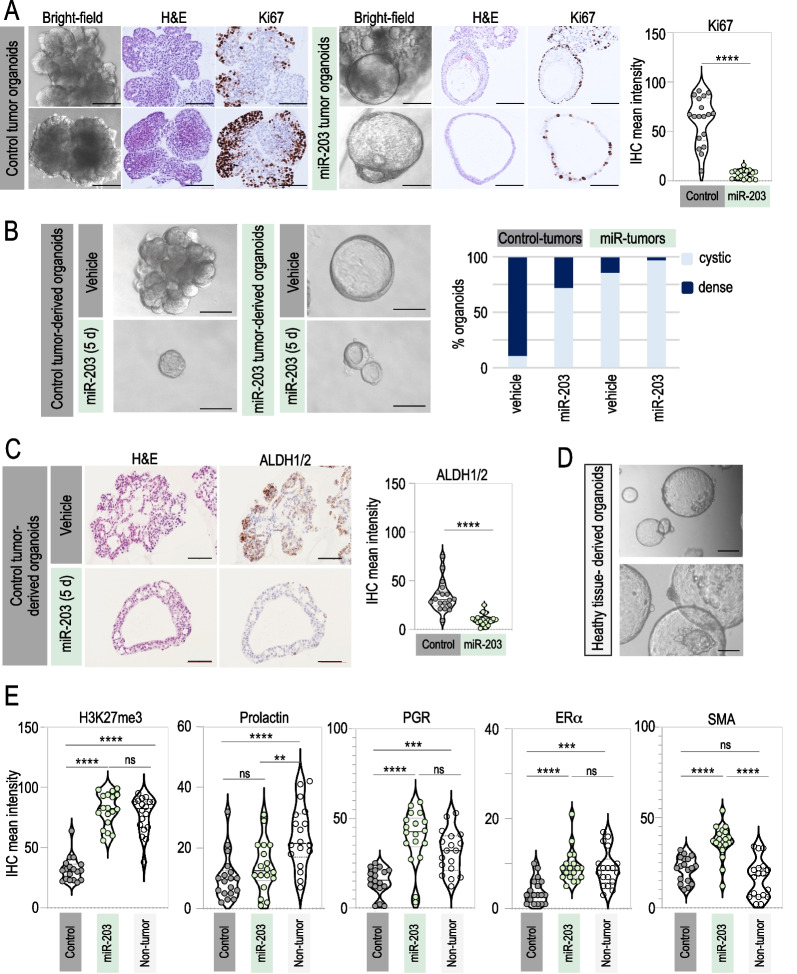
miR-203 transitory exposure promotes a morphological and molecular switch to epithelial differentiation on PyMT mammary tumor-derived organoids. **A** Left panel, Representative bright-field images and the corresponding H&E and Ki67 IHC staining of tumor-derived organoids (tumors from *miR-203 wild-type* or *miR-203 knock-in*; *PyMT* mice treated in vivo with Dox). Right panel, Violin plot showing the quantification of Ki67 staining. **B** Left panel, Representative bright-field images of tumor-derived organoids (tumors from *miR-203 knock-in*; *PyMT* mice treated in vivo either with vehicle or Dox), exposed in vitro to vehicle or miR-203 (Dox) during 5 days and followed by miR-203 withdrawal for 2 more weeks (indicated as “miR-203 5d” in the figure). Right panel, Quantification of the percentage of organoids exhibiting dense *versus* cystic (luminal-like) morphology in every condition tested. **C** Left panel, Representative images of H&E and ALDH1/2 IHC staining of control tumor-derived organoids, exposed to vehicle or miR-203 in vitro during 5 days and followed by miR-203 withdrawal, as in (**B**). Right panel, Violin plot showing the quantification of ALDH1/2 staining. **D** Representative bright-field images of healthy mammary gland-derived organoids (from *miR-203 wild-type*; *PyMT wild-type* mice). **E** Violin plots showing the quantification of H3K27me3, prolactin, progesterone receptor (PGR), estrogen receptor alpha (ERα) and smooth muscle actin (SMA) staining in control tumor-derived organoids (control), control tumor-derived organoids treated in vitro with miR-203 during 5 days (miR-203) and healthy mammary gland-derived organoids (non-tumor). Representative images are shown in Additional file 1: Fig. 2B. Scale bar 100 µm. In violin plots, six different fields from three independent tumor samples were analyzed. ****p < 0.0001; ***p < 0.001; ** < 0.01; *n.s.* not statistically different (Student’s t test for panels **A**–**C**; One-way ANOVA for **E**)

Intriguingly, healthy mammary gland tissue-derived organoids exhibited a similar phenotype to the one observed in the miR-203-treated organoids: cystic, organized and morphologically luminal-like (Fig. 5D). The induced expression of the epigenetic marker H3K27me3, associated to differentiation [49, 57], was prominent in miR-203-treated tumor organoids and healthy mammary gland-derived organoids, when compared to the control tumor counterparts (Fig. 5E and Additional file 1: Fig. S2B). We further analyzed the expression of other markers linked to differentiation, such as prolactin, progesterone receptor (PGR), estrogen receptor alpha (ERα) and smooth muscle actin (SMA) [49], and both the healthy tissue-derived organoids and the miR-203-treated tumor organoids exhibited comparable staining for all the molecular markers tested (Fig. 5E and Additional file 1: Fig. S2B).

Since miR-203 induced morphological and molecular changes in the tumor-derived organoids suggestive of cancer cell differentiation, we next examined whether these changes were similar to the ones triggered by other well-known differentiation stimuli. Thus, we tested in our culture a defined epithelial differentiation media (detailed in methods section) and FGF2 treatment, described to induce branching morphogenesis [56, 58, 59]. The healthy tissue-derived organoids mostly presented a cystic morphology in any condition tested, with the exception of FGF2 treatment, which always induced the mammary trees typical of branching morphogenesis (Additional file 1: Fig. S2C). On the contrary, the tumor-derived organoids were more susceptible to treatment-induced changes: while mostly condensed and grape-shaped upon basic expansion media, the tumor-derived organoids shifted to a predominant cystic morphology, induced by epithelial differentiation media and particularly by miR-203 expression, suggesting that any of those treatments were boosting the cyst-forming ability of mammary epithelial cells. Interestingly, and as occurred with the healthy tissue-derived organoids, those tumor organoids cultured in the presence of FGF2 exhibited a prominent branching morphology, either treated or not with miR-203 (Additional file 1: Fig. S2C).

Altogether, these observations suggest that a short exposure to miR-203 favors mammary epithelial differentiation on tumor organoids, which also correlates with a direct detrimental effect of this microRNA on the propagation and expansion of the organoid culture.

### Brief exposure to miR-203 induces a basal-to-luminal switch on mouse PyMT mammary tumor-derived organoids

In combination with other markers, cytokeratins (CK) have been used for a long time to determine the origin and grade of breast cancers. As represented in the schematic of Fig. 6A, cytokeratins 5, 14, and 17 are mostly associated to basal (and therefore poorly differentiated) tumors and poor patient prognosis, while cytokeratins 8 and 18 depict a luminal origin (and therefore highly differentiated status) and denote good patient prognosis [48, 57, 60–63]. Following those well-established histopathology correlations, we tested by immunohistochemistry CK5, CK14 and CK8/18 expression levels in control tumors *versus* miR-203-treated tumors. Importantly, CK5 and CK14 staining was markedly reduced, while CK8/18 expression levels were induced in miR-203-treated tumors when compared to the control ones (Fig. 6B) suggesting a basal-to-luminal switch. Accordingly, tumor-derived organoids exhibited expression levels for CK5, CK14 and CK8/18 comparable to their corresponding tumors of origin, while miR-203 short exposure in vitro reduced the expression levels of CK5 and CK14 and induced the expression of CK8/18 (Fig. 6C). Again, the staining in miR-203-exposed organoids was comparable to that in healthy tissue-derived organoids for all the CK markers tested (Fig. 6C).

**Fig. 6:**
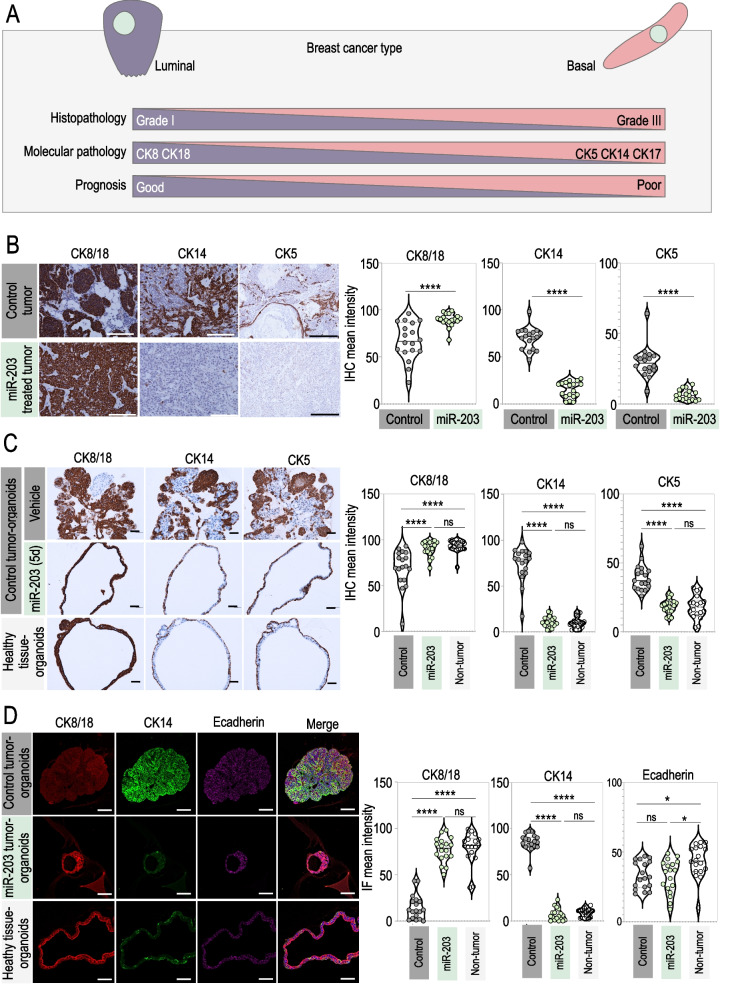
miR-203 transitory exposure induces a basal-to-luminal shift on mouse mammary tumor-derived organoids. **A** Schematic showing the correlation between cytokeratins expression, histopathological tumor grade, prognosis and breast cancer type. **B** Left panel, Illustrative detection of CK8/18, CK14 and CK5 by IHC in control tumors and miR-203-treated tumors at the experimental endpoint. Right panel, Violin plots showing the quantification of markers staining. The doxycycline schedule followed for this set of experiments is also the one indicated in Fig. 3A. **C** Left panel, Illustrative IHC images of staining for CK8/18, CK14 and CK5 in control tumor-derived organoids, control tumor-derived organoids treated in vitro with miR-203 during 5 days and healthy mammary gland-derived organoids. Right panel, Violin plots showing the quantification of markers staining. **D** Left panel, Detection of CK8/18 (red), CK14 (green) and E-cadherin (purple) by immunofluorescence in tumor-derived organoids, extracted from control tumors, miR-203-treated tumors or healthy mammary gland tissue samples. Right panel, Violin plots showing the quantification of markers staining. In **B**, **C** scale bar, 500 µm; in **D**: scale bar, 100 µm. In violin plots, six different fields from three independent tumor samples were analyzed. ****p < 0.0001; *p < 0.05; *n.s.* not statistically different (Student’s t test for panel B; One-way ANOVA for panels **C**, **D**)

We performed additional immunofluorescence experiments on miR-203-exposed tumor-derived organoids and the corresponding controls, to corroborate those observations. The upper images in Fig. 6D show a representative example of control tumor-derived organoids, exhibiting high levels of CK14 and low levels of CK8/18, while miR-203-treated tumor-derived organoids (middle images) shifted the cytokeratins expression profile, being the CK8/18 the most predominant and CK14 becoming much less represented, almost absent. Again, the healthy tissue-derived organoids (lower images) exhibited a similar phenotype to the one observed in the miR-203-treated tumor-derived organoids.

To further understand the mechanistic insights of the differentiation-based antitumor effects evoked by miR-203, we performed RNA sequencing of organoid samples, derived from healthy or tumor tissue, and exposed in vitro to miR-203 (during 5 days, followed by 14 days of miR-203 withdrawal) or epithelial differentiation media (Additional file 1: Fig. S3). 

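The sequenced material was 12 libraries of mammary organoids, which are cultures grown in 3 dimensions from PyMT mouse tumors or from non-tumor mammary tissue. Doxycycline (DOX, 1 µg/ml) switches on the miR-203 transgene in knock-in organoids, and MEGM is the mammary epithelial growth medium used for differentiation. Tumor organoids came from 3 clones, called tumor replicates 1, 2 and 3 here. There were 3 control libraries (replicates 1, 2 and 3), 2 with DOX (replicates 1 and 2), 2 with MEGM (replicates 2 and 3) and 1 with MEGM and DOX (replicate 2). Non-tumor organoids came from 1 clone and gave 2 control libraries, 1 with DOX and 1 with MEGM, so a non-tumor treatment has no replicate. Their genotype is uncertain, as the labels name knock-in organoids while the paper's images of healthy organoids come from miR-203 wild-type mice. If the sequenced non-tumor organoids were wild type, DOX switched on no transgene in them. The paper gives 5 days of exposure and 14 days of withdrawal, and the authors' description of the series gives 7 days of treatment and RNA extraction at 3 weeks. By that description each sample pools 3 experiments. The libraries carry the label prefix BO or DIF, taken here as a library series. Tumor replicate 1, the non-tumor DOX library and 1 non-tumor control were in series BO, and the other libraries in series DIF. Each treated library was set against the control of its own clone and series.
The libraries were made with QuantSeq, which reads the 3′ end of each mRNA and keeps its strand. The authors trimmed the reads, aligned them to GRCm38, counted them per gene with HTSeq and deposited normalized counts of 14266 genes. All values of a library were whole multiples of its smallest step, so whole reads were recovered for 100% of the values, and the steps equalled median-of-ratios size factors. Between 5525619 and 9640316 reads per library fell on these genes, with a median of 7537892. The tumor controls had 6165909, 8931397 and 8639785 reads, the tumor DOX libraries 8039161 and 5694563, and the tumor MEGM libraries 9640316 and 6191303. With MEGM and DOX there were 5525619 reads. The non-tumor controls had 7036623 and 8453738 reads, the non-tumor DOX library 6767201 and the non-tumor MEGM library 8052788. A gene with 3 reads, taken as the detection floor, has between 2.23 and 4.91 normalized counts depending on the library, a floor that covers counting error only. For tests, limma with a mean-variance trend was fitted to log2(normalized count + 1) over all 12 libraries, for the 11891 genes with a mean of at least 10 normalized counts, with Benjamini-Hochberg adjustment. Log2 fold changes are on this scale, which understates the change of genes with low counts. Every deposited gene was above 0 in at least 6 libraries, and the filter behind this is not stated in the paper's text. Libraries of the same clone deviated together from their group means, with a correlation of 0.11 for control and DOX and 0.19 for control and MEGM, so results with the clone as a block are given beside those without it.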

Principal component analysis of those samples revealed a prominent effect of miR-203 treatment only on tumor-derived organoids. 

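The first principal component of the 500 most variable genes held 37.6% of the variance and the second 24.3%. On these components the DOX library of tumor replicate 1 lay 29.3 units from its control and that of tumor replicate 2 lay 50.7 units from its control. The non-tumor DOX library moved by 7.62 units, less than the 20 units between the 2 non-tumor control libraries. The control of tumor replicate 1 lay 68.3 and 70.9 units from the controls of replicates 2 and 3, which were 3.87 units apart, so on these 2 components the control of replicate 1 differed from the other tumor controls by more than either DOX step. Over all 11891 genes, the setting that moved the steps most, the DOX step of replicate 1 rose from 1.47 to 4.29 times the distance between the non-tumor controls.

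**Figure D1:**
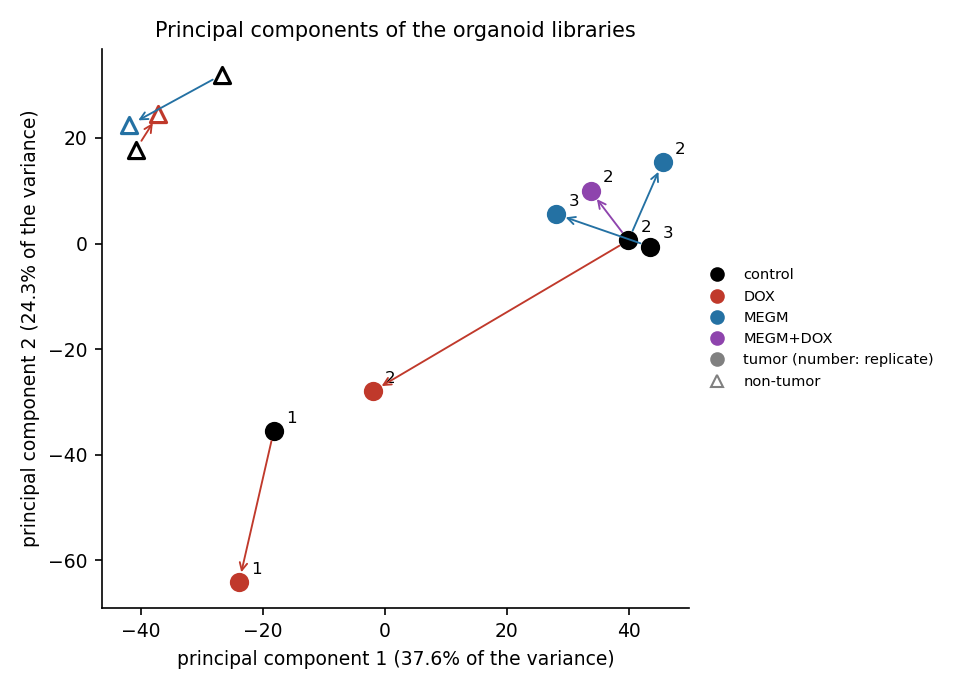
Principal components 1 and 2 (in units of log2 expression) of the 12 libraries, with circles for tumor organoids numbered by replicate, open triangles for non-tumor organoids, and colors for control, DOX, MEGM and MEGM with DOX. Arrows run from each matched control to its treated library and are 29.3 and 50.7 units long for DOX in tumor organoids and 7.62 units for DOX in non-tumor organoids.

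In tumor organoids, 24 genes passed an adjusted p-value of 0.05 with DOX (limma), 1 higher and 23 lower. At an unadjusted p of 0.05, 1759 genes passed, where 595 are given by chance. A fit with the clone as a block passed 17 genes, 2 higher and 15 lower, and 12 of them were among the 24. Of the genes called, 1 higher and 22 lower also changed the same way in both replicates with a mean of at least 50 normalized counts, and the largest changes among them were as follows. Gdf15 (chromosome 8 of GRCm38, 70629393 to 70632456), the gene that rose, had 61.5 ± 54.7 normalized counts (SD, n = 3) in the controls and 4870 ± 3310 (SD, n = 2) with DOX, a log2 fold change of 6.62 (standard error 0.85, adjusted p = 0.027 from limma). Gm15283 (chromosome 12, 73843039 to 73949814), an antisense gene that overlaps Hif1a on the other strand, had a log2 fold change of -6.40 (standard error 0.75, adjusted p = 0.018 from limma). The gene 2610528A11Rik (chromosome 14, 37102140 to 37114022) changed by -6.30 on the log2 scale (standard error 0.61, adjusted p = 0.01 from limma). Kbtbd11 (chromosome 8, 15011025 to 15033333) had 3 and 0 reads in the DOX libraries, at or under the floor (adjusted p = 0.017 from limma). It was at least 33.1-fold lower than the mean of the controls. Within the clones it was at least 22.8-fold lower in replicate 1 and 45.4-fold lower in replicate 2. In limma with the block, Gm15283 (adjusted p = 0.054) and Kbtbd11 (adjusted p = 0.064) no longer passed. The miR-203 gene itself was not analysed here.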

To some extent, the transcriptomic profile induced by miR-203 on the tumor organoids appeared to be parallel to that induced by the differentiation media, suggesting a partial similarity between both treatments (Additional file 1: Fig. S3A). 

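Across the 11891 genes, the log2 effect of DOX in tumor replicate 1 had a Pearson correlation of -0.076 with the effect of MEGM in replicate 3 and 0.135 with the effect of MEGM in replicate 2. The DOX effect in replicate 2 had a correlation of 0.022 with that of MEGM in replicate 3. For DOX and MEGM in replicate 2 it was 0.271, but these effects share their control library, which raises the correlation. The effects of DOX in replicates 1 and 2 had a correlation of 0.148 and those of MEGM in replicates 2 and 3 one of 0.342. The Spearman correlations of DOX and MEGM effects, in the order given, were -0.109, 0.154, -0.123 and 0.275, so the sign for DOX in replicate 2 and MEGM in replicate 3 depended on the measure. These values are across genes, which are not independent replicates. The third principal component, which held 11.3% of the variance, was not specified before the values were seen. On it the MEGM libraries of replicates 2 and 3 moved by 35.5 and 50 units, the MEGM and DOX library by 46.5 units and the DOX libraries by 13.2 and 23.2 units, all in the same direction. The non-tumor MEGM library moved by 42.4 units in that direction and the non-tumor DOX library by -0.7. The tumor controls were 12, 15.3 and 27.3 units apart on it, a range that covers the steps of the DOX libraries. With MEGM, 0 genes passed an adjusted p of 0.05 (limma) and 841 passed an unadjusted p of 0.05. The count was also 0 with the clone as a block in limma and 0 with edgeR. DESeq2 on the recovered reads called 183 genes, or 243 with the clone as a block.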

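The distance between a treated library and its matched control was measured as the root mean square log2 difference over the 11891 genes, beside the 0.739 between the 2 non-tumor controls, which come from different series. The non-tumor DOX library lay 0.747 from its control, 1.01 times that distance, and 0.591 from the non-tumor control of the other series. The non-tumor MEGM library lay 0.979 from its control (1.32 times). For the tumor DOX libraries the distances were 1.46 (1.98 times) in replicate 1 and 1.22 (1.66 times) in replicate 2. For MEGM they were 0.856 (1.16 times) in replicate 2 and 1.14 (1.54 times) in replicate 3, and for MEGM with DOX 0.977. Control tumor libraries of different clones were 0.997, 1.16 and 1.44 apart. With 1 minus the Spearman correlation as the distance, the setting that moved it most, the DOX library of replicate 1 was 3.31 times as far from its control as the non-tumor controls were from each other. Each non-tumor treatment had 1 library, so its effect has no replicate check. Whether the non-tumor DOX library reflects miR-203 also depends on the uncertain genotype of these organoids.

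**Figure D2:**
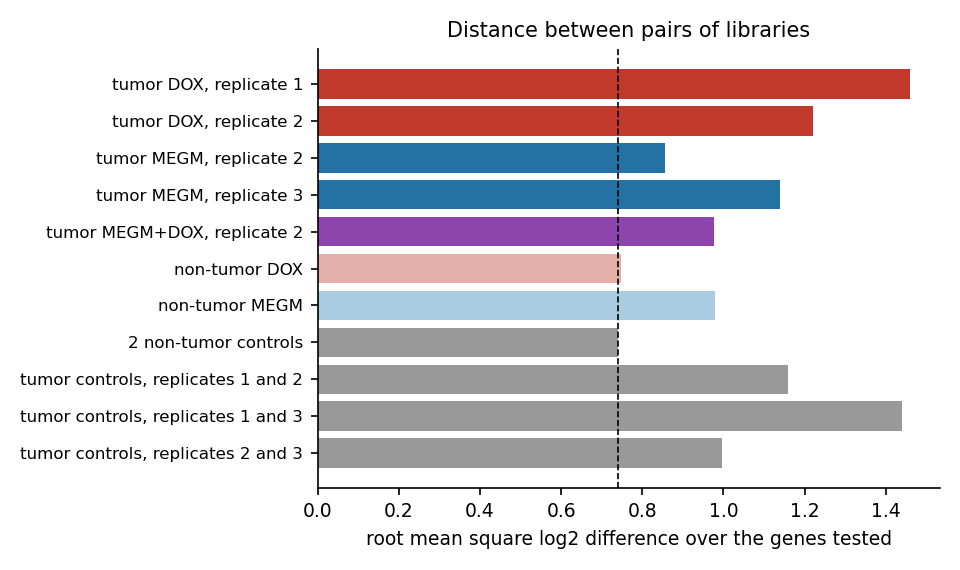
Root mean square log2 difference between pairs of libraries over the 11891 genes, with a bar for each treated library and its matched control (red DOX, blue MEGM, purple MEGM with DOX, pale for non-tumor) and gray bars for pairs of control libraries. The dashed line is the distance of 0.739 between the 2 non-tumor controls; the non-tumor DOX library, at 0.747, lies next to it.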

On the other hand, the differentiation media notably altered—while miR-203 treatment did not significantly modify—the transcriptomic profile of healthy tissue samples (Additional file 1: Fig. S3A). When a specific signature for “Mammary Gland Development” was considered, we identified a divergence between non-tumor and tumor organoids, as expected. 

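Between control organoids of tumor (n = 3) and non-tumor (n = 2) origin, 71 genes passed an adjusted p of 0.05 in limma, 37 higher and 34 lower in tumor organoids. The signature used here was a list of mammary gland development genes written by hand before the expression values were seen, of which 82 genes were tested. It is not the paper's gene set. The median absolute log2 difference of the 82 genes was 0.55, against 0.42 over all genes, at percentile 99.4 of random lists of the same size and expression. Of these genes, 26 differed by at least 1 on the log2 scale, 12 passed an unadjusted p of 0.05, and 1 passed the adjusted threshold. That gene, Slit2 (chromosome 5, 47983138 to 48307733), was lower in tumor organoids by a log2 difference of -4.02 (standard error 0.44, adjusted p = 0.016 from limma), and it overlaps other annotated genes on its strand. In a pre-ranked enrichment test over genes ordered by limma's statistic (fgsea, 10000 permutations), the list had a normalized enrichment score of -1.59 (adjusted p = 0.0079 over 15 lists), with 45 of the 82 genes lower in tumor organoids. Here and below, this test permutes genes, so its p-values treat genes as independent and do not measure the spread between cultures. All non-tumor libraries came from 1 clone, so tissue and clone cannot be told apart. Scaling all libraries to the same total moved the median of all genes to -0.16 and the split of called genes to 25 higher and 37 lower. The count of genes called moved most under DESeq2 on the recovered reads with the 2 groups alone, a setting added after the data were seen, to 734.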

Of interest, miR-203 treatment partially reverted such differences only in tumor organoids, for genes involved in this particular signature and also in the sub-cluster “Mammary Gland Epithelial Differentiation” (Additional file 1: Fig. S3B, S3C). 

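To measure movement towards the non-tumor value without using a library on both sides, the divergence was taken from the control of tumor replicate 3 and the non-tumor control of its series, and the DOX effect from replicates 1 and 2. With DOX, 35 of the 82 mammary gland development genes (42.7%) moved towards the non-tumor value in replicate 1 and 46 (56.1%) in replicate 2. Over all genes the shares were 46.6% and 46.3%. In the non-tumor DOX library, 55 of the 82 genes (67.1%) moved in that direction, beside 60.7% of all genes. By root mean square log2 difference that library lay nearer the control used in the divergence (0.591) than its own (0.747). Its step can therefore point that way without any reversal, and its values do not measure reversal in non-tumor organoids. Of 19 genes of mammary epithelial differentiation, 7 (36.8%) moved towards the non-tumor value in replicate 1, 9 (47.4%) in replicate 2 and 8 (42.1%) in the non-tumor library. Scaled to the same total, the share of mammary gland development genes in replicate 2 fell to 43.9%. The DOX effect was also correlated with the divergence, where a negative value means movement towards the non-tumor value. In replicates 1 and 2 the Pearson correlations were -0.12 and -0.24 for the 82 genes and -0.04 and -0.46 for the 19. Over all genes they were 0.07 and -0.07. Spearman correlations were 0.04 and -0.14, 0.02 and -0.11, and 0.08 and 0.06, in that order. The non-tumor DOX library had Pearson values of -0.41, -0.44 and -0.23. By root mean square log2 difference, DOX took the 82 genes from 1.57 to 2.28 away from the non-tumor controls in replicate 1 and from 1.69 to 1.95 in replicate 2. Over all genes this distance also rose, from 1.22 to 1.55 in replicate 1 and from 1.12 to 1.30 in replicate 2. The 19 genes went from 1.42 to 2.25 in replicate 1 and from 1.89 to 1.72 in replicate 2. In the enrichment test for DOX, the mammary gland development list had a score of -1.31 (adjusted p = 0.097; with the clone as a block -1.33, adjusted p = 0.088) and the differentiation list -1.03 (adjusted p = 0.46; with the block -1.12, adjusted p = 0.33).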

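Lists of mammary stem and basal genes (33 tested, among them Krt5, Krt14, Trp63 and Procr) and of mature luminal genes (19 tested, among them Foxa1, Prlr, Krt8 and Gata3), written by hand and not the paper's gene sets, were compared between DOX and control tumor organoids. The stem and basal list had a score of -1.94 (adjusted p = 0.00062), a median log2 fold change of -1.49 and 27 of 33 genes lower. Its score was -1.90 (adjusted p = 0.0015) with the clone as a block. For mature luminal genes the score was -1.80 (adjusted p = 0.0084), the median -0.67 and 14 of 19 genes were lower, and with the block -1.87 (adjusted p = 0.0039). Within replicate 1 the mature luminal list had a median of -2.07, with 17 of 19 genes lower. In replicate 2 the median was 0 and 9 genes were higher and 8 lower. The stem and basal list had medians of -1.24 in replicate 1 and -0.57 in replicate 2. In the non-tumor DOX library the medians were 0.08 (stem and basal) and 0.04 (mature luminal), against -0.39 and 0 between the 2 non-tumor controls. For MEGM and DOX against MEGM in replicate 2, with 1 library on each side, the stem and basal median was 0.32 (20 of 33 genes higher). The mature luminal median there was -0.57 (15 of 19 genes lower). With MEGM the stem and basal list rose, with a score of 2.00 (adjusted p = 0.0013, 28 of 33 genes higher), or 1.69 (adjusted p = 0.038) with the block. Against the matched control the median was 0.07 in replicate 2, with 18 of 33 genes higher, and 0.97 in replicate 3, with 24 higher. For mature luminal genes with MEGM it was -1.21 (adjusted p = 0.38), or -1.17 (adjusted p = 0.45) with the block. Leaving out the DOX library of replicate 1 moved the DOX score of the stem and basal list most, to 0.61. That fit compares the DOX library of replicate 2 with the controls of all 3 clones. Ranked against its own control alone, replicate 2 had a score of -1.70.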

Enrichment plots for the “Mammary Gland Stem Cell (MaSC)” and “Mature Luminal Cell” signatures revealed a significant correlation between miR-203 treatment and the induction of genes characteristic of mature luminal cells, while no correlation was observed for MaSC genes (Additional file 1: Fig. S3D). 

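A hand-written list of genes of the epithelial-to-mesenchymal transition (41 tested, among them Vim, Fn1 and Sparc) was compared in the same way. With DOX its enrichment score was 1.54 (adjusted p = 0.029), although 25 of the 41 genes were lower and the median log2 fold change was -0.28. With the clone as a block the score was 1.43 (adjusted p = 0.066) and did not pass. In ranks made from each clone alone, its score with DOX was -1.22 in tumor replicate 1 and -0.92 in replicate 2. The medians within the clones were -0.03 in tumor replicate 1 and 0 in replicate 2, and -0.26 in the non-tumor library. With MEGM the score was 2.44 (adjusted p = 0.0013), or 2.54 (adjusted p = 0.0018) with the block, and 37 of the 41 genes were higher, with a median of 1.43. The medians with MEGM were 0.95 in replicate 2, 1.54 in replicate 3 and 0.58 in the non-tumor library. Between the controls of replicates 2 and 3 the median difference was 0.86, and between the non-tumor controls -0.23.

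**Figure D3:**
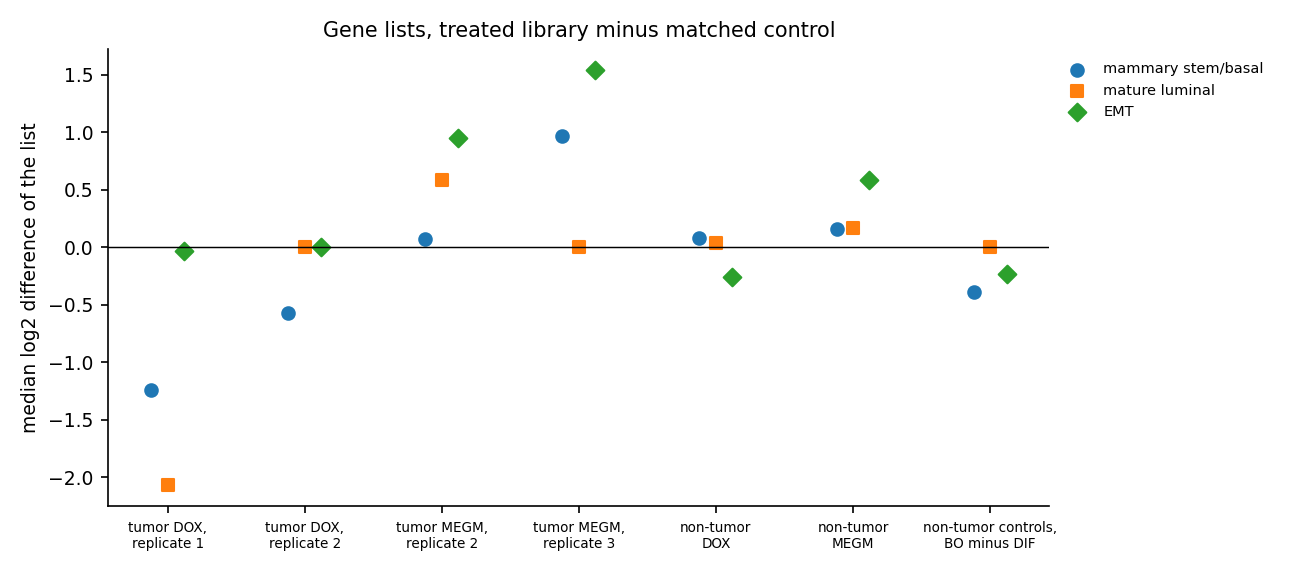
Median log2 difference (log2 normalized counts) of the mammary stem and basal, mature luminal and EMT lists between each treated library and its matched control, with the difference between the 2 non-tumor controls on the right. Each point is the median over the genes of a list. The EMT list lies at 0.95 and 1.54 with MEGM in tumor organoids and at -0.03 and 0 with DOX.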

When we interrogated the gene expression profile of the epithelial-to-mesenchymal transition (EMT), the miR-203 exposed samples showed a poor correlation, in contrast to those incubated in differentiation media (Additional file 1: Fig. S3D). 

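Genes of the cytokeratins, progenitor, EMT, differentiation and proliferation markers named in the paper's text were examined in DOX and control tumor organoids. Of the 15 that were tested, 0 passed an adjusted p of 0.05 in limma over all genes, and 1, Cdk1, passed over these 15 alone (adjusted p = 0.042). The basal cytokeratin Krt5 (chromosome 15 of GRCm38, 101707070 to 101712898) had 241 ± 279 normalized counts (SD, n = 3) in controls and 58.9 ± 83.3 (SD, n = 2) with DOX, a log2 fold change of -3.50 (standard error 1.92, adjusted p = 0.44 from limma). In replicate 1 it had 19 reads in the control and 0 with DOX, at least 8.67-fold lower, and in replicate 2 it changed by -2.23. Krt14 (chromosome 11, 100203162 to 100207548) changed by 0.58 in replicate 1 and -3.47 in replicate 2 (adjusted p = 0.76 from limma). Krt17 (chromosome 11, 100256217 to 100261029) changed by 1.78 and -2.61 (adjusted p = 0.85 from limma). With MEGM and DOX against MEGM in replicate 2, Krt5 changed by 1.21, Krt14 by 1.14 and Krt17 by 0.14, with 1 library on each side. Krt14 and Krt17 share part of their 3′ ends, 90.5% of each being unique. Between the 2 non-tumor controls the median difference of Krt5, Krt14 and Krt17 was -2.16, a value that mixes series with culture. The luminal cytokeratins Krt8 (chromosome 15, 101996698 to 102004482) and Krt18 (chromosome 15, 102028180 to 102032027) changed by -0.52 (adjusted p = 0.51) and 0.05 (adjusted p = 0.96) in limma. Krt18 was at -0.02 with the clone as a block and at -0.04 with libraries scaled to the same total.

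**Figure D4:**
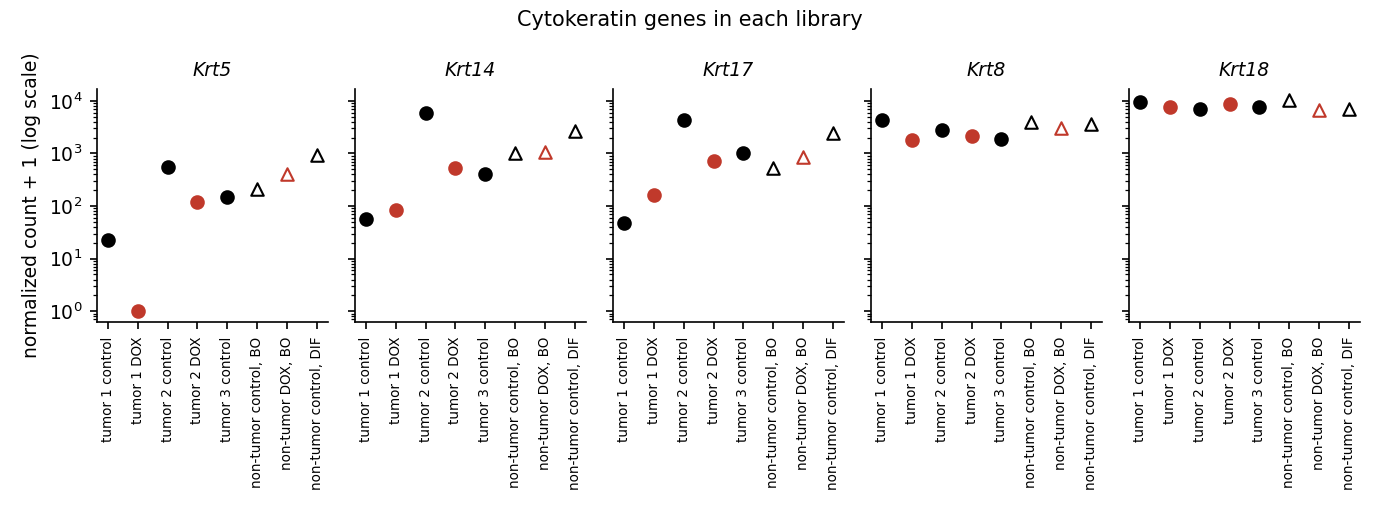
Normalized counts plus 1, on a log scale, of Krt5, Krt14, Krt17, Krt8 and Krt18 in each library, with filled circles for tumor and open triangles for non-tumor organoids, black for control and red for DOX. Each point is 1 library. Krt14 stands at 55.1 normalized counts in the control of tumor replicate 1 and at 5860 in that of replicate 2.

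Cdk1 (chromosome 10, 69335146 to 69352938) had 448 ± 318 normalized counts (SD, n = 3) in controls and 23.9 ± 7.78 (SD, n = 2) with DOX, a log2 fold change of -3.72 (standard error 0.90, adjusted p = 0.14 from limma over all genes). It changed by -5.03 in replicate 1 and -4.38 in replicate 2. With the clone as a block it changed by -4.19 (adjusted p = 0.14 from limma), and with DESeq2 on the recovered reads by -4.24 (adjusted p = 2.8e-05). Mki67 changed by -6.88 in replicate 1 and -1.10 in replicate 2 (adjusted p = 0.2 from limma). Acta2 changed by -7.25 and -0.38, and Vim by -3.66 and 0.32, and neither passed in limma (adjusted p = 0.32 and 0.66). Aldh2 changed by -1.19 and 1.25 and Cd44 by 0.66 and -0.85 (adjusted p = 0.9 and 1 in limma). Cdh1 changed by 0.37 and -0.06 (adjusted p = 0.93 in limma). Pgr and Esr1 were near the floor, with 0 and 2 reads in the DOX library of replicate 1, 8 and 4 in its control, and 0 in both libraries of replicate 2. Aldh1a1 had 2 reads with DOX and 4 in the control of replicate 1, and 24 with DOX and 11 in the control of replicate 2, where it changed by 1.99. With the clone as a block in DESeq2, Krt5 (adjusted p = 0.046) and Mki67 (adjusted p = 0.03) also passed. Prl and Rbfox3 were not analysed here.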

Besides, the bulk RNA sequencing performed here supported our former observations, such as major alterations provoked by miR-203 brief exposure in the mRNA expression levels of cytokeratins, progenitor markers, EMT markers, differentiation markers and, interestingly, key cell cycle regulators such as Cdk1, among others (Additional file 1: Fig. S4 and Additional file 2: Table 1). 

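A hand-written list of basal cell genes (23 tested, among them Krt5, Krt15, Trp63 and Col17a1), which is not the paper's gene set, had an enrichment score of -1.41 with DOX in tumor organoids (adjusted p = 0.097), a median log2 fold change of -1.66 and 20 of 23 genes lower. With the clone as a block the score was -1.77 (adjusted p = 0.0062), and ranked by log2 fold change it was -2.10 (adjusted p = 0.00025), so both settings carried it past 0.05. The medians within the clones were -0.88 in replicate 1 and -1.72 in replicate 2, 0.09 in the non-tumor DOX library and -0.96 between the 2 non-tumor controls. With MEGM and DOX against MEGM alone in replicate 2, the median of the basal cell list was 0.35, with 14 of 23 genes higher. This compares 1 library with another. The genes that the paper's supplementary table lists under its terms were tested as 4 further lists. As these are the paper's own calls on the same libraries, their scores describe these libraries and show no stability. The development list had a score of -3.08 and 85 of 87 genes lower, the migration list -2.72 and 34 of 34, the metabolism list -3.14 and 90 of 91, and the cell cycle list -2.24 and 13 of 13 (adjusted p = 0.00038 for each, about the smallest that 10000 permutations can give). With the block they were -3.13, -2.76, -3.22 and -2.18 (adjusted p = 0.00037 for each). Of the 143 genes of the table, 13 passed an adjusted p of 0.05 in limma. All 143 were lower with DOX in replicate 2 and 106 (74.1%) in replicate 1, with medians of -2.79 and -1.07, while the median was 0.12 in the non-tumor DOX library and -0.63 between the non-tumor controls. A hand-written list of 28 proliferation genes had a score of -2.87 (adjusted p = 0.00038), with 27 genes lower, and -2.67 with the block.

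**Figure D5:**
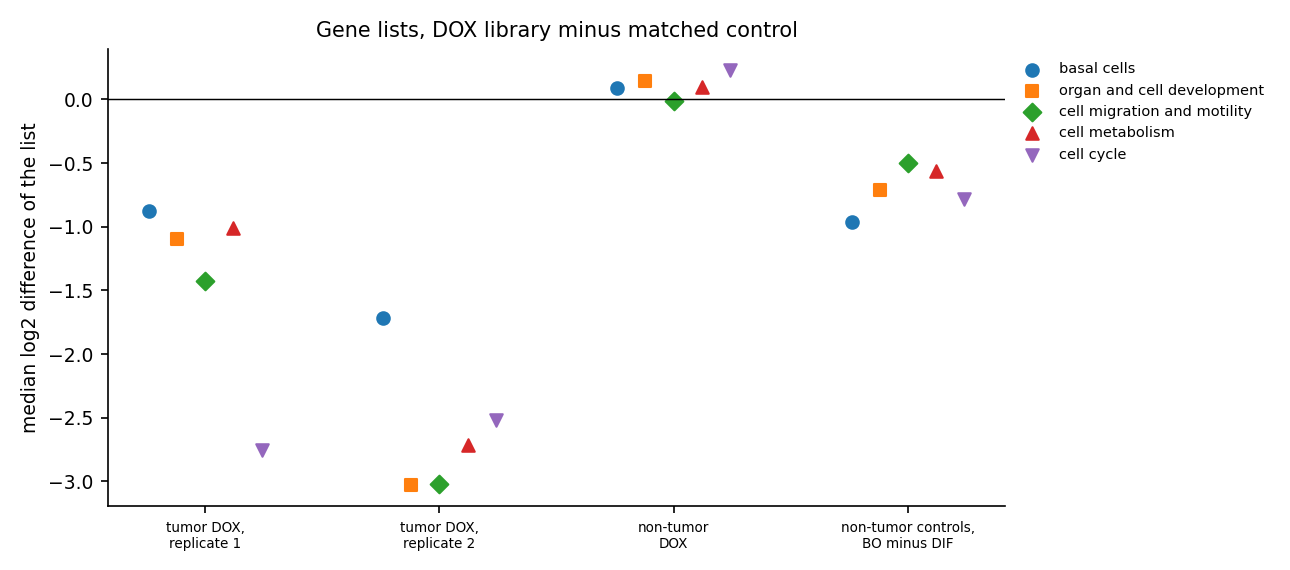
Median log2 difference (log2 normalized counts) of the basal cell list and of the lists of organ and cell development, cell migration and motility, cell metabolism and cell cycle between each DOX library and its matched control, with the difference between the 2 non-tumor controls on the right. Each point is the median over the genes of a list. The development genes lie at -1.10 in tumor replicate 1, -3.03 in replicate 2 and 0.14 in non-tumor organoids.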

Of interest, gene signatures for “Basal Cells” (as defined by two different data bases) were significantly down-regulated by miR-203 treatment (Additional file 1: Fig. S4A) as well as gene signatures for “Organ and Cell Development,” “Cell Migration and Motility,” “Cell Metabolism” and “Cell Cycle” (Additional file 1: Fig. S4B and Additional file 2: Table 1).

Altogether, these data on PyMT breast cancer organoids demonstrate that a brief exposure to miR-203, either in vitro or in vivo, induces a shift from a basal tumor phenotype to a more differentiated luminal epithelial status.

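In ranks made from the DOX effect of each clone alone, the basal cell list had an enrichment score of -1.43 in tumor replicate 1 and -2.20 in replicate 2, and the stem and basal list -1.85 and -1.70. The mature luminal list had -1.78 in replicate 1 and 0.93 in replicate 2, and the mammary gland development list -1.99 and 1.10. Of the 15 lists tested over both replicates, 10 passed an adjusted p of 0.05 with DOX (fgsea), 1 higher and 9 lower. The list that was higher was EMT, which was lower in the ranks of each clone alone. With the clone as a block 10 passed, all lower. These p-values come from permuting genes, so they do not measure the spread between cultures. From its own data on PyMT organoids, the paper concludes that a brief exposure to miR-203 moves them from a basal tumor phenotype to a more differentiated luminal state.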

### Brief exposure to miR-203 induces a basal-to-luminal shift and reduces collective migration on patient-derived breast tumor organoids

To explore the therapeutic potential of miR-203 in humans, we evaluated its effects on breast cancer patient-derived organoids. Figure 7A shows a schematic of the procedures followed with patient-derived organoids and the temporal line of the experimental settings. As depicted, after 7 days of culture establishment and organoid amplification, patient-derived 3D cultures were transiently transfected with synthetic miR-203 mimics, followed by miR-203 withdrawal for three additional weeks, when the analysis was performed. We observed the 3D cultures under the bright-field microscope along the experiments to evaluate every potential morphological alteration induced by the short exposure to miR-203. Soon after organoid establishment, we systematically observed the formation of cell spire protrusions only in control organoids (Fig. 7B). Elongated cells emerged from the organoid edges, and whenever made contact with a solid surface (i.e., the plastic or glass well bottom), they attached to it and gradually occupied the surrounding area forming a bi-dimensional layer below and beyond the tridimensional organoids (Fig. 7B). It is reasonable to speculate that these cells undergo collective migration. It has been described that tumor cells may experience a partial EMT with their cell–cell connections remaining intact and thereby migrate as a cohesive group [64]. The leader cells use similar mechanisms as migrating single cells to polarize, protrude, invade and adhere to stromal matrix, and they are generally more organized and efficient in direct invasion than the individual cells [64–66]. Molecularly, we detected a reproducible pattern of front-rear polarity for the expression of cytokeratins and the EMT marker vimentin (Fig. 7C): In control organoids, CK14 and vimentin appeared highly expressed within the cells conforming the external organoid layer and those attaching to the plate surface, while CK8/18 was almost undetectable. Of interest, a short and transient exposure to miR-203 blocked the cell projections and migration from the organoids (images and quantifications in Fig. 7D), reduced the expression of CK14 and vimentin to almost undetectable levels and, in turn, stimulated the expression of CK8/18 (Fig. 7C). Of importance, not only collective migration was dropped by the exposure to miR-203 but also the total number of organoids, their complexity and their size were notably reduced, while the proportion of luminal-like organoids in the culture was significantly augmented (Fig. 7D).

**Fig. 7:**
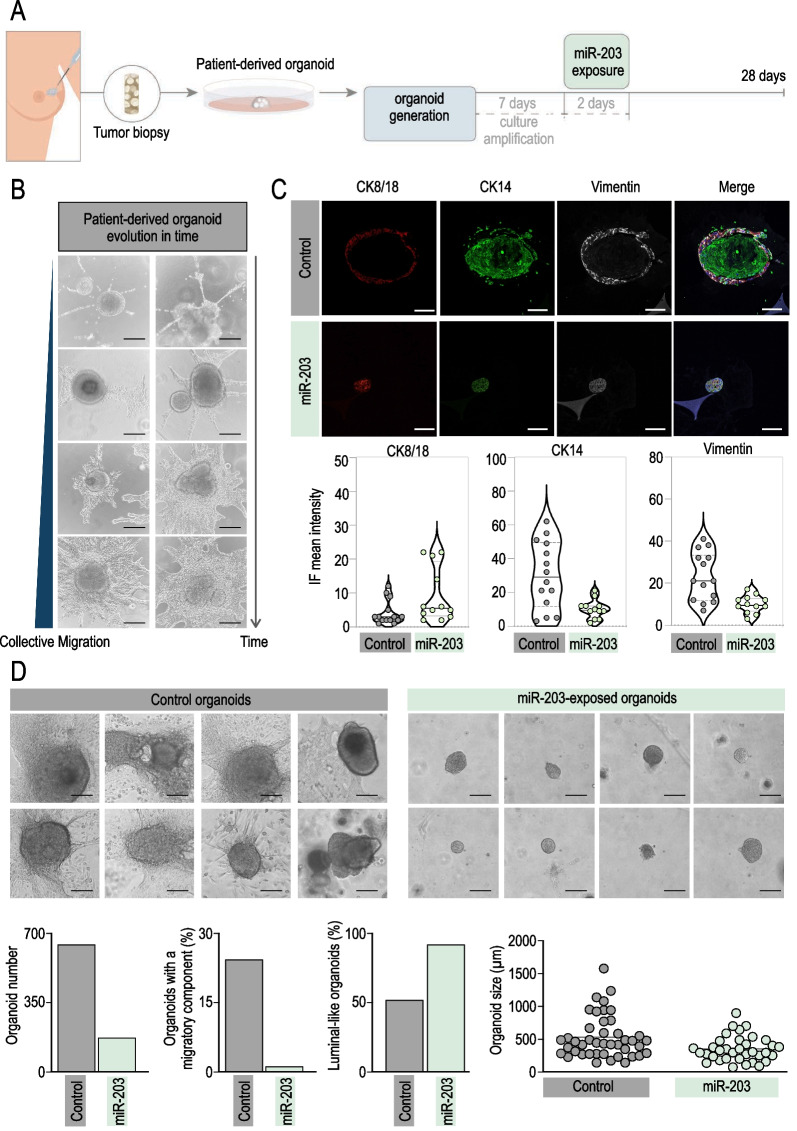
miR-203 transitory exposure induces a basal-to-luminal shift and reduces collective migration on patient-derived breast tumor organoids. **A** Schematic showing the experimental procedures followed for patient-derived tumor processing, organoid culture establishment and miR-203 mimics transient transfection. **B** Representative bright-field images showing the progressive collective cell migration projected from the 3D patient-derived organoids along time. **C** Upper panel, Detection of CK8/18 (red), CK14 (green) and vimentin (white) by immunofluorescence in patient tumor-derived organoids, transiently exposed or not to miR-203 mimics in vitro. Lower panel, Violin plots showing the quantification of markers staining, six/seven different fields from two independent tumor samples were analyzed. **D** Upper panels, Representative bright-field images of patient-derived organoids, control *versus* miR-203 briefly exposed, denoting the morphological differences in complexity, size and migration upon miR-203 treatment. Lower panels: quantification of the total number of organoids, percentage of organoids exhibiting collective migration, percentage of organoids with luminal-like morphology and organoid size, of control *versus* miR-203 briefly exposed patient-derived organoids; *n* = 3 technical replications from each 2 biological samples (2 independent biopsies). Receptor status of the two patient samples shown is the following: (1) 80% ER; 60% PR; 18% Ki67 index; and grade 1 HER2. (2) 80% ER; 80% PR; 15% Ki67 index; and grade 2 HER2. Both patients were enrolled in a clinical trial. In **B**-**D**: Scale bar, 100 µm

Altogether, the data presented here corroborate, in patient-derived samples, the potential of miR-203 as a cancer differentiation driver of breast cancer cells, with possible implications in cancer therapy.

## Discussion

Cancer has been broadly interpreted as a caricature of normal tissue development. Cellular programs regulating tissue plasticity, self-renewal and expansion are exquisitely orchestrated under physiological conditions. However, aberrant tumor mechanisms unbalance this coordinated cell plasticity and give rise to immature or dedifferentiated tumor cells. Indeed, it is now widely accepted that, for tumor initiation, adult cells experience reprogramming to a progenitor-like fate [67]. Thus, tumor dedifferentiation supports cancer progression, relapse and metastasis. Traditional chemo- and radiotherapy generally involves the elimination of proliferating tumor cells. Instead, the differentiation therapies offer the possibility of coaxing cancer cells into becoming normal cells, reactivating the endogenous differentiation programs to resume maturation. Cancer differentiation approaches are still evolving and require novel methodologies to reach efficient therapies. Trusting this general believe, we decided to examine the antitumor effects of miR-203 from a cancer differentiation perspective. This microRNA has been recently described by our group to fine-tune the critical balance between reprogramming, stemness and differentiation programs: miR-203 blocks somatic-to-pluripotency reprogramming [40], while potentiates differentiation of stem cells to a mature and terminal state [41]. We hypothesized that such effects could be applied to cancer differentiation and therefore would point to miR-203 as a promising tool for differentiation-based antitumor therapy.

In vivo, we tested different treatment schedules, trying to understand the consequences of treatment intermittency. Interestingly, only when mice were exposed to miR-203 from tumor onset to the end of the experiment, tumor initiation and growth were completely prevented. When miR-203 treatment was intermittent, we noticed a significant control on tumor growth and a considerable delay in tumor initiation, while we did not completely avoid the latter. In this line, recent advances on stem cell biology have demonstrated that stem cell plasticity represents one of the major therapeutic challenges for differentiation therapies. Several studies have provided evidence that both CSCs and non-CSCs are plastic and capable of undergoing phenotypic transitions in response to appropriate stimuli. This notion was for instance exemplified by a study in which cell populations displaying stem cell-, basal- or luminal-like phenotypes were isolated from breast cancer cell lines [68]. In vitro, all three subpopulations were able to generate cells of the other two phenotypes. This phenotypic inter-conversion was stochastic and not determined by the cell phenotype of origin. Thus, it is accepted now that CSC and non-CSC states are not hardwired: considering that plasticity may be in tumor cells as extensive as it is in healthy tissues, CSCs would be always recreated. This fact could explain the successful outcome when miR-203 treatment was uninterrupted (Fig. 2), theoretically capturing any newly formed CSC. However, the intermittency in miR-203 exposure would tentatively allow the undifferentiated population to restore, favoring then the tumor initiation process. We interpreted that miR-203 exposure was able to maintain the stem-like capacity delimited and therefore tumor growth under control in any regimen tested. One of the key results in vivo, denoting the strong effect of miR-203 on tumor differentiation, was the lack of metastasis (suggestive of detrimental migratory and invasive capacity) detected on those mice exposed to miR-203 in any of the treatment schedules tested, while their control counterparts experience a metastasis incidence of 31%. Of interest, in vitro cell cultures derived from patient biopsies exhibited a polarized and migratory cell population that was completely abolished by miR-203 treatment. Together, those two interesting observations prompt us to speculate that miR-203 impact on cancer cell differentiation plays a role in invasion and metastasis.

Inspired by the natural development of the mammary epithelium, Hans Clevers and collaborators established culture protocols that allow the generation and long-term expansion of three-dimensional mammary gland- or tumor-derived organoids [69, 70]. We efficiently produced organoids from the mouse tumors or mammary glands, recapitulating the tridimensional architecture and the molecular features of the source tissue, and thus allowing a deeper analysis of the cancer stem cell behavior in vitro.

Our first striking observation was the remarkable differences on organoid morphology upon miR-203 treatment: The structure of control tumor-derived organoids was notably compacted, disorganized, dense and in most cases, grape-shaped, while the miR-203-treated tumor-derived organoids were predominantly cystic, suggesting an epithelial luminal origin. Of interest, the cystic morphology was reproduced any time the tumor-derived organoids were yielded to transient miR-203 treatment in vitro.

This observation is not surprising if we consider that the adult virgin mammary gland is a highly organized tree-like structure, formed by ducts with hollowed lumen. It has been widely demonstrated that a controlled and delimited induction of apoptosis is crucial for clearing the lumen in terminal end buds during puberty. Apparently, the differentiation process observed in the organoids implies a similar process, spatially and temporally organized, where the lumen is shaped and the cells distribute adjacent the newly formed cystic structure. Moreover, those cystic organoids resulting from miR-203 exposure, either in vivo or in vitro, collapsed after a few passages, contrary to the control organoids never treated with the microRNA, which were long-term maintained in culture, as published before [54, 69, 70]. The short lifespan of organoids exposed to miR-203 clearly pointed to an exhaustion of the self-renewal capacity of the culture—possibly accompanied by an increased cell death index—and implied a direct detrimental effect by this miRNA on the propagation and expansion of the organoids. The induction of differentiation comprises a plethora of signals, cellular-transduced and ultimately translated into a complex combination of responses. Accordingly, Ki67, CK5, CK14 and ALDH1/2 levels were diminished in those miR-203-exposed organoids, while markers such as CK8/18 were induced, implying a shift from dedifferentiated basal to a more differentiated luminal-like phenotype.

One of the questions we have not answered in this work is the cellular origin of miR-203. Our data in organoids suggest a cell-autonomous effect on mammary gland cells, and indeed denote a clear luminal character. It has been published that miR-203 is activated during luminal epithelial differentiation and this pattern is observed in the murine mammary hierarchy [71]. Also, in a paper where microRNAs signatures of distinct mammary epithelial cell types were analyzed, miR-203 was found as delimited to luminal cells again, targeting basal-restricted genes [72]. Although a deeper analysis should be done to elucidate the cellular subpopulation responsible for such observed effects, it is tempting to speculate that-at least in our model system- the over-expression of miR-203 in luminal mammary gland cells exacerbates a naturally designed differentiation program in this cell subtype.

Of interest, the healthy mammary gland tissue-derived organoids exhibited a very similar phenotype to the one observed in the miR-203-treated tumor organoids (Figs. 5D, 5E, 6C, D and Additional file 1: Fig. S2B, S2C). Several markers associated to differentiation were found to be more expressed in healthy tissue-derived as well as in miR-203-exposed tumor organoids.

Deepening into the differentiation concept, we tested in our organoid platform some previously defined differentiation conditions, such as FGF2-mediated induction of mammary branching or a culture medium described for mammary epithelial cell differentiation. The tumor-derived organoids were mostly condensed and grape-shaped upon basic expansion media, and shifted to a predominantly hollow cysts morphology when exposed to the epithelial differentiation media or (even more dramatically) to miR-203, suggesting that any of those treatments were boosting the cyst-forming ability of mammary epithelial cells. As expected, FGF2 treatment always induced the mammary trees typical of branching morphogenesis [56] either on non-tumor or tumor organoids, exposed or not to miR-203. The intriguing fact that, upon FGF2 treatment, miR-203 does not induce epithelial cystic formations but instead favors the branching constructions, was in concordance with our previous works and others [40, 41, 73] and suggests that, submitted to a strong differentiation scenario, miR-203 acts always as a differentiation enhancer and not as a reprogramming inducer, and also reinforces its role as a regulator of branching morphogenesis and basement remodeling.

When the transcriptomic profiles of those organoids were tested by RNA sequencing, we noticed a remarkable impact of miR-203 treatment on the differentiation of tumor-derived organoids, while the healthy tissue-derived organoids showed very little alterations when exposed to miR-203. These data were in concordance with the phenotypically observed modifications incited by miR-203: Whereas miR-203 exposure completely shifted the shape of tumor organoids, no notable changes were induced on non-tumor organoids. This suggests a fascinating differential impact of this microRNA on tumor and non-tumor tissues that deserves to be further explored. 

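Of 8508 genes with a mean of at least 50 normalized counts, 2605 (30.6%) changed at least 2-fold between DOX and control in tumor replicate 1 and 2006 (23.6%) in replicate 2, against 735 (8.64%) in the non-tumor organoids. Between the 2 non-tumor control libraries 634 genes (7.45%) differed by as much. With MEGM the numbers were 742 (8.72%) in tumor replicate 2, 1437 (16.9%) in replicate 3 and 1041 (12.2%) in non-tumor organoids. The tumor controls of replicates 1 and 2 differed in 1197 genes (14.1%), those of replicates 2 and 3 in 1384 (16.3%) and those of replicates 1 and 3 in 2293 (27%). The effect of DOX in the non-tumor library had a correlation across genes of -0.107 with that in replicate 1 and -0.121 with that in replicate 2. As the genotype of the non-tumor organoids is uncertain, their DOX values may not reflect miR-203.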

Upcoming works based on single cell analysis would define the mechanistic insights of miR-203 as a tumor differentiation agent, outlining its influence on the transcriptomic, genomic and epigenetic landscapes of the different cell subtypes.

Several targets have been defined for miR-203 in cancer, conferring mostly a role as tumor suppressor [30], or eventually, as tumor promoter [74]. This apparent discrepancy could be explained by the distinct models and in vitro systems used in such studies, and how the context strongly influences the microRNA target dependencies and outcomes. Our work highlights how dedifferentiation influences tumorigenesis, and in the context of breast cancer, the potential therapeutic advantages of targeting stem-like basal cells and differentiating them into luminal cells. Thus, the data presented here not only confirm the antitumor effects mediated by miR-203, but also particularly denote its influence on cancer differentiation, both in murine and patient-derived samples. This work undoubtedly opens new perspectives on the potential therapeutic applications of miR-203 in cancer.

## Methods

### Animal models and procedures

Animal experimentation was performed according to protocols approved by the CNIO-ISCIII and the UCM Ethics Committee for Research and Animal Welfare (CEIyBA) and Madrid Regional Government, according to European official regulations. The miR-203 inducible model was generated by cloning a 482-bp genomic mmu-mir203 sequence into the pBS31 vector for recombination into the ColA1 locus in embryonic stem cells. The resulting knock-in allele [ColA1(miR-203)] was combined with a Rosa26-M2rtTA allele [Rosa26(rtTA)] for doxycycline-dependent induction as described previously [41]. PyMT [FVB/N‐Tg(MMTV‐PyVT)^634Mul/J^] mice were kindly provided by Miguel Quintela (CNIO, Spain). Mice were then crossed to obtain the Tg (MMTV-PyMT); Rosa26(rtTA); and ColA1(miR-203) strain, which has been used throughout this work. To induce miR-203 expression in vivo, doxycycline (Dox) was orally administered to mice in diet (Dox-delayed release pellets, from Jackson laboratories) following the different schedules indicated in Figs. 1, 2, 3. As control, Dox treatment was applied to Tg (MMTV-PyMT); miR-203 (+ / +) mice, which also served as an internal checkup of the Dox treatment itself.

Primers used for genotyping the PyMT transgene were 5′-GGAAGCAAGTACTTCACAAGG-3′ and 3′-GGAAAGTCACTAGGAGCAGGG-5′. Polymerase chain reaction conditions were as follows: 95 °C for 15 min; 94 °C for 30 s; 30 cycles at 59 °C for 45 s; 72 °C for 1 min; 72 °C for 10 min; and then soaking at 4 °C. PCR products are 336 bp (base pair) for wt allele, 438 bp for lox allele, 470 bp for cre allele and 557 bp for PyMT allele. All these animals were maintained in a mixed C57BL6/J × 129 x CD1 genetic background and were housed at the serum pathogen free (SPF) barrier area of the CNIO. Mice were treated in accordance with the Spanish Laws and the Guidelines for Human Endpoints for animals used in Biomedical Research. Mice were observed daily and killed when they showed signs of morbidity or overt tumors.

### Micro-computed tomography (micro-CT)

For micro-CT, mice were anesthetized with a continuous flow of 1% to 3% isoflurane/oxygen mixture (2 L/min). Acquisitions were performed using a micro-CT scanner Argus-Vista (SEDECAL, Madrid, Spain) including the whole body in 2-bed position. Tomographic images were reconstructed using a 3D-FBP (filtered back projection) algorithm that produced 55 slices measuring 55 × 55 pixels each. The isotropic resolution of this instrument was 45 µm. The micro-CT image acquisition consisted of 400 projections collected in one full rotation of the gantry in approximately 10 min per bed position. The image acquisition was made without any contrast agent. The X-ray tube settings were 80 kV and 450 µA. For image analysis and quantification, 3D Slicer software was used. Tumor volumes were measured once per week by micro-CT, to determine accurately the tridimensional tumor mass. The investigators were blinded during the entire in vivo experiment. Micro-CT measurements were performed in all cases with no information about the genotype or treatment of every mouse tested. The potential effects of miR-203 on metastasis incidence in the lungs were also analyzed by micro-CT throughout the three in vivo experiments.

### Mammary gland-derived organoids culture

*Tg (MMTV-PyMT); miR-203 (*+ */* +*)* and *Tg (MMTV-PyMT); miR-203 (KI/KI)* mice (treated or not with Dox in vivo, as indicated in the text) were euthanized, and tumors were extracted. Two random pieces were snap frozen and stored at − 80 °C; two random pieces were fixed in formalin for histopathology and immunohistochemistry analysis and the remainder was processed for the isolation of viable cells. The remaining tissue was minced, washed with 10 mL AdDF +  +  + (Advanced DMEM/F12 containing 1 × Glutamax, 10 mM HEPES, and antibiotics) and digested in 10 mL BC organoid expansion medium: 10% homemade R-Spondin 1 conditioned medium; 5 nM neuregulin 1 (Peprotech 100-03); 5 ng/mL FGF7 (Peprotech 100-19); 20 ng/mL FGF10 (Peprotech 100-26); 5 ng/mL EGF (Peprotech AF-100-15); 100 ng/mL Noggin (Peprotech 120-10C); 500 nM A83-01 (Tocris 2939); 5 µm Y-27632 (Abmole); 500 nM SB202190 (Sigma S7067); 1X B27 supplement (Gibco 17504-44); 1,25 mM N-Acetylcysteine (Sigma A9165); 5 mM nicotinamide (Sigma N0636); 1X Glutamax (Invitrogen 12634-034); 10 mM HEPES (Invitrogen 15630-056); 100U/mL Penicillin/Streptomycin (Invitrogen 15140-122); Primocin (Invitrogen Ant-pm-1); and Advanced DMEM/F12 (Invitrogen 12634-034), containing 1–2 mg/mL collagenase (Sigma, C9407). Digestion was performed on an orbital shaker at 37 °C for 1–2 h. The digested tissue suspension was sequentially sheared using 10 mL and 5 mL plastic and flamed glass Pasteur pipettes. After every shearing step the suspension was strained over a 100 μm filter with retained tissue pieces entering a subsequent shearing step with ∼10 mL AdDF +  +  + . 2% FCS were added to the strained suspension before centrifugation at 400 rcf. The pellet was resuspended in 10 mL AdDF +  +  + and centrifuged again at 400 rcf. In case of a visible red pellet, erythrocytes were lysed in 2 mL red blood cell lysis buffer (Roche, 11814389001) for 5 min at room temperature before the addition of 10 mL AdDF +  +  + and centrifugation at 400 rcf. The pellet was resuspended in 10 mg/mL cold Cultrex growth factor reduced BME type 2 (Trevigen, 3533-010-02), and 40 μL drops of BME-cell suspension were allowed to solidify on pre-warmed 24-well suspension culture plates (Greiner, M9312) at 37 °C for 20 min. Upon completed gelation, 400 μL of BC organoid expansion medium was added to each well and plates transferred to humidified 37 °C / 5% CO_2_ incubators. Medium was changed every 4 days, and organoids were passaged every week: Organoids were resuspended in 2 mL cold AdDF +  +  + and mechanically sheared through flamed glass Pasteur pipettes. When necessary, very dense organoids were dissociated by resuspension in 2 mL TrypLE Express (Invitrogen, 12605036), incubation for 1–5 min at room temperature, and mechanical shearing through flamed glass Pasteur pipettes. Following the addition of 10 mL AdDF +  +  + and centrifugation at 300 rcf. or 400 rcf., respectively, organoid fragments were resuspended in cold BME and reseeded as above at ratios (1:1 to 1:6) allowing the formation of new organoids. Single cell suspensions were initially seeded at high density and reseeded at a lower density after ∼1 week. In order to prevent misidentification and/or cross-contamination of BC organoids, we cultured every line physically separate. All organoid lines were frequently tested and resulted in all cases negative in the MycoAlert mycoplasma detection kit (Lonza, LT07-318). For epithelial differentiation, we used the media defined by Lonza (MEGM Mammary Epithelial Cell Growth Medium and Bullekit). Basically, this media has been optimized for the growth of mammary epithelial cells in a serum-free environment and includes BPE, hEGF, insulin, hydrocortisone and GA-1000 (Lonza CC-3150). FGF2 treatment (2 nM; Sigma) was used to induce mammary branching as published before [56]. For inducing transient miR-203 over-expression, ColA1(miR-203/miR-203); Rosa26(rtTA/rtTA) organoid cultures were treated with Dox (1 µg /mL; Invitrogen) during 5 days. After that, Dox withdrawal was standardized for the cultures during following several passages (usually 2 weeks) unless other time points are indicated in the text. In this inducible system, we always test that insert expression is uniquely dependent on Dox and becomes absolutely undetectable after Dox withdrawal. As a control of the treatment itself, Dox was also added and tested in wild-type organoids.

### Patient-derived organoids generation and culture

For this study, breast cancer patients (with BIRAD 4C-5-6) from Hospital *12 de Octubre* (Madrid, Spain) donated one cylinder of the first core-needle tumor biopsy, prior diagnosis. To guarantee the protection of patients enrolled in this study, we have strictly followed the hospital guidance, the local regulations, the “Declaration of Helsinki” and the Guidelines of good clinical practice from the “International Conference on Harmonization” ICH E6 (R2), effective from June 14, 2017. The technical protocols for patient-derived sample collection and processing and any additional material delivered to the patient (such as Patient Information Sheets or the Informed Consent Document) were carefully evaluated and approved by the corresponding Clinical Research Ethics Committee, in accordance with national legislation. Tumor samples were immediately processed in our laboratory for organoid culture generation, as described above. We were able to maintain patient-derived organoid cultures for three or four passages, and the experiments were always performed at passage one. After 7 days of culture establishment and organoid amplification, patient-derived 3D cultures were transiently transfected with miR-203 mimics, followed by miR-203 withdrawal for three additional weeks. Hsa-miR-203 mimics were purchased from Sigma-Aldrich (MISSION microRNA mimics), and transient transfection was performed using Lipofectamine 2000 (Sigma), following manufacturer’s instructions. Since then, cultures were carefully evaluated under the bright-field microscope for quantification of organoid number and size, complexity, formation of 2D projections, and finally, immunofluorescence was performed at the end of the experiment (three weeks after the miR-203 brief exposure).

### Immunofluorescence and immunohistochemistry

Organoids were fixed in 4% paraformaldehyde for at least 15 min, permeabilized using PBS 0.1% Triton X-100 for 15 min and blocked in BSA for 1 h at room temperature. Primary antibody incubation was performed overnight at 4ºC in all cases, followed by secondary antibody incubation for 1 h at room temperature. Nuclear staining was included in the last PBS wash, using Hoechst or DAPI. Primary antibodies used in this study were against CK8/18 (rabbit monoclonal EP17/EP30, Dako, IR094), CK14 (rabbit polyclonal AF64, Covance, PRB-155P) and E-cadherin (mouse monoclonal 36, BD Bioscience, 610182) for mouse-derived samples and CK8/18 (rat monoclonal, DSHB, 531826), CK14 (rabbit monoclonal, Abcam, ab181595) and vimentin (mouse monoclonal RV202, BD Pharmingen, 550513) for patient-derived samples. Cells were examined under a Leica SP5 microscope equipped with white light laser and hybrid detection.

For immunohistochemistry, tissue samples were fixed in 10% neutral buffered formalin (4% formaldehyde in solution), paraffin-embedded and cut at 3 µm, mounted in superfrost®plus slides and dried overnight. Consecutive sections were stained with hematoxylin and eosin (H&E) or subjected to immunohistochemistry using automated immunostaining platforms (Ventana Discovery XT, Roche or Autostainer Plus Link 48). Antigen retrieval was first performed with high or low pH buffer depending on the primary antibody (CC1m, Roche or low pH antigen retrieval buffer, Dako), endogenous peroxidase was blocked (peroxide hydrogen at 3%), and slides were incubated with primary antibodies against Ki67 (rabbit monoclonal D3B5, Cell Signalling Technology, 12202), cleaved Caspase 3 (rabbit, Cell Signalling Technology, 9661), CK5 (rabbit polyclonal AF 138, Covance, PRB-160P), SOX-10 (goat polyclonal N20, Santa Cruz Biotechnology, sc-17342), CD44 (rabbit polyclonal, Abcam, ab157107), H3K27me3 (rabbit monoclonal C36B11, Cell Signalling Technology, 9733), prolactin (rabbit polyclonal, Dako, A0569), progesterone receptor (rabbit monoclonal SP2, Thermo Scientific, RM-9102-R7), NeuN (mouse monoclonal A60, Millipore, MAB377), E-cadherin (mouse monoclonal 36, BD Bioscience, 610182), Aldh1/2 (mouse monoclonal H-8, Santa Cruz Biotechnology, sc-166362), CK8/18 (rabbit monoclonal EP17/EP30, Dako, IR094), CK14 (rabbit polyclonal AF64, Covance, PRB-155P), smooth muscle actin (mouse monoclonal 1A4, Dako, IR611), estrogen receptor alpha (rabbit polyclonal, Santa Cruz Biotechnology, sc-542).

Secondary antibodies were conjugated with horseradish peroxidase (OmniRabbit, Ventana, Roche), and the immunohistochemical reaction was developed using 3,30-diaminobenzidine tetrahydrochloride (DAB) as a chromogen (Chromomap DAB, Ventana, Roche or DAB solution, Dako) and nuclei were counterstained with Carazzi’s hematoxylin. Finally, the slides were dehydrated, cleared and mounted with a permanent mounting medium for microscopic evaluation. The images were acquired with a slide scanner (AxioScan Z1, Zeiss). Images were captured and quantified using the Zen Software (Zeiss).

### Analysis of mRNA levels, RNA sequencing

RNA/microRNA was extracted from organoids samples with TRIzol (Invitrogen) or by using the miRVana isolation kit (Thermo Fisher), following the manufacturer’s recommendations and after the dissociation of Matrigel/BME from the cultures by using the Cell Recovery Solution (Corning), following the manufacturer’s protocols. For reverse transcription of microRNAs, we used the TaqMan small RNA assay (4366596), including the specific oligonucleotides for mmu-miR-203-5p and 3p (002580 and 000507), miR-16 and the housekeeping RNAs sno-202 or sno-142. Conditions for miRNA amplification were as follows: 30 min at 16ºC; 30 min at 42ºC and a final step of 5 min at 85ºC. Quantitative real-time PCR was then performed using the TaqMan Universal PCR Master Mix (434437) following the manufacturer’s instructions in an ABI PRISM 7700 Thermocycler (Applied Biosystems).

For RNAseq, total RNA was extracted using the miRVana miRNA isolation kit (Thermo Fisher), following the manufacturer’s recommendations. Between 0.8 and 1 µg of total RNA were extracted from organoids after dissociating the Matrigel/BME from the cultures (as indicated above). RIN (RNA integrity number) numbers were always in the range of 9 to 10 (Agilent 2100 Bioanalyzer). 250 ng of total RNA samples was used. Average sample RNA integrity number was 9.1 (range 8.2–9.8) when assayed on an Agilent 2100 Bioanalyzer. Sequencing libraries were prepared with the “QuantSeq 3’ mRNA-Seq Library Prep Kit (FWD) for Illumina” (Lexogen, Cat. No. 015) by following manufacturer instructions. This kit generates directional libraries stranded in the sense orientation, the read1 (the only read in single read format) has the sense orientation. Library generation is initiated by reverse transcription with oligo dT priming, and a second strand synthesis is performed from random primers by a DNA polymerase. Primers from both steps contain Illumina-compatible sequences. Libraries were completed by PCR, applied to an Illumina flow cell for cluster generation and sequenced on an Illumina HiSeq 2500 with v4 Chemistry by following manufacturer’s protocols. Read adapters and polyA tails were removed with bbduk.sh (https://sourceforge.net/projects/bbmap/), following the Lexogen recommendations. Processed reads were analyzed with the nextpresso pipeline [75], as follows: Sequencing quality was checked with FastQC v0.11.7 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned to the mouse reference genome (GRCm38) with TopHat-2.0.10 [76] using Bowtie 1.0.0 [77] and Samtools 0.1.19 [78] (library-type fr-secondstrand in TopHat), allowing two mismatches and twenty multihits. Read counts were obtained with HTSeq-count v0.6.1 [79] (stranded = yes), using the mouse gene annotation from GENCODE (gencode.vM20.GRCm38.Ensembl95). Differential expression was performed with DESeq2 [80], using a 0.05 FDR. 

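The deposited values are normalized, and DESeq2 was run on the reads recovered from them as an alternative to limma. With DOX in tumor organoids it called 503 genes at an adjusted p of 0.05, 165 higher and 338 lower, including all 24 genes called by limma. Adding the clone as a block, it called 506, 147 higher and 359 lower. edgeR's quasi-likelihood test on the same reads called 7 genes, all among the 24. With MEGM, DESeq2 called 183 genes, 148 higher and 35 lower, and 243 with the block. Between tumor and non-tumor controls it called 511. On simulated reads in which 200 of 11891 genes changed by 3 on the log2 scale, limma recovered 83.5% of the changed genes and 8.24% of its calls were false. DESeq2 recovered 94%, with 24.8% of its calls false, and edgeR recovered 80.5%, with 5.29% false. The fit of limma with the block recovered 76.5%, with 6.71% false. The simulated reads carried no clone or series effect, so these rates may not hold for the real libraries. For the same reason they cannot show what the block gains or loses there. The paper's text does not name the design formula, the filter on low counts or the libraries entered in the model.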

GSEA Pre-ranked [81] was used to perform gene set enrichment analysis for several gene signatures on a pre-ranked gene list, setting 1000 gene set permutations. Only those gene sets with significant enrichment levels (FDR q-value < 0.25) were considered.

## Statistics

Samples (organoids or mice) were allocated to their experimental groups according to their pre-determined type, and therefore, there was no randomization. Investigators were blinded to the experimental groups in all cases. Normal distribution and variance was confirmed for all samples and experiments performed. Based on this, we used the Student’s t test (two-tailed, unpaired) to estimate statistical significance when two groups were compared. Whenever necessary, we used One-way ANOVA to compare variances across the means of three different groups. Statistical analysis was performed using Prism (GraphPad Software, La Jolla, CA). All the experiments presented in this work were performed at least 3 times (between 3 and 10 independent biological replicates, except for patient-derived samples, where 3 technical replicates from 2 independent biopsies were included in the analyses). Measurements of IHC/IF mean intensity were performed by the standard intensity function in the open source Fiji software (ImageJ) (http://fiji.sc/Fiji). In those cases, six different fields from three independent tumor samples or organoid cultures were analyzed. For organoid shape distribution, five fields from three independent organoid cultures were quantified.

### Supplementary Information

**Additional file 1**. Supplementary Figures S1–S4.

**Additional file 2**. Supplementary table, extended excel data for Supplementary Figure S4.

## Data Availability

RNAseq data have been deposited in the GEO repository under accession number GSE202831.

How the deposited data were processed for this re-analysis (not part of the article)

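RNA from 12 libraries of mouse mammary organoids was measured by QuantSeq 3′ mRNA sequencing. The libraries were 3 tumor controls, 2 tumor organoids with DOX, 2 with MEGM, 1 with MEGM and DOX, 2 non-tumor controls, 1 non-tumor with DOX and 1 non-tumor with MEGM. Conditions were taken from the sample labels and the paper. For 4 non-tumor libraries the tissue and source fields of the labels name tumor tissue while the sample type and the paper's description give non-tumor tissue, and they were used as non-tumor. The clone number in the labels gave the pairing of treated and control libraries, and the prefix of the library name gave the series (BO or DIF).

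The authors trimmed adapters and poly(A) with bbduk, aligned the reads to GRCm38 with TopHat and Bowtie through the nextpresso pipeline, allowing multiple hits, and counted reads per gene by strand with HTSeq on GENCODE annotation. The authors deposited these values as a normalized signal per gene, that is reads divided by a size factor per library, for 14266 genes. Of these, 100% of the values of each library were whole multiples of a step, and the steps equalled median-of-ratios size factors computed over the same libraries to a relative gap of 4e-15. The table holds genes above 0 in at least 6 libraries. A gene filter, reads with multiple hits and the 3′ position of the reads can each change a measured value: a paralog with a similar 3′ end can share reads, and genes are measured near their poly(A) site only.

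From the deposited values, whole reads were recovered by dividing by the step. Depth ranged from 5525619 to 9640316 reads per library. A floor of 3 reads was used as the smallest detectable value. Values were analysed as log2(normalized count + 1) for the 11891 genes with a mean of at least 10. Groups were compared with limma 3.58.1 in R 4.3.3, with a mean per condition over all 12 libraries, a trend in the variance and Benjamini-Hochberg adjustment at 0.05. Comparisons with 1 library on a side were described without a test. Gene lists were tested with fgsea 1.28.0 on limma's statistic, with 10000 permutations of genes and adjustment over 15 lists, where the paper used 1000 permutations and an FDR of 0.25. The paper's gene sets were not used here. Of the 15 lists, 4 hold genes of the paper's supplementary table, 1 holds targets of miR-203 that the paper's text names, and 10 were written by hand. The hand-written lists were made before the expression values were seen but after the supplementary table was read, and its genes prompted the hypoxia and squamous lists. The hand-written lists were therefore also tested without the genes of that table. Principal components used the 500 most variable genes. The genes named in the text are those the paper's text names as markers, and the 3 with the largest rise and the 3 with the largest fall among genes past 0.05 that changed the same way in both clones with a mean of at least 50. Only 1 gene rose under this rule.

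Alternatives were another pseudocount (0.1 or 5), no filter or a mean of at least 50, scaling to the same total, quantile normalization, a fit of the 2 conditions alone, limma without trend, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the library series as a covariate, the clone as a block, other numbers of genes in the principal components, another distance, ranking by log2 fold change, limma's camera, and leaving out each library in turn. They were chosen before the data were examined, except DESeq2 without a filter (with all libraries or with the 2 conditions alone) and the lists without the genes of the supplementary table, which were added after the data were seen. The procedures were tested on simulated reads with 200 changed genes and no clone or series effect. Coordinates come from GENCODE vM21 on GRCm38, which matched 14214 of the 14266 symbols. The paper used another GENCODE release of the same build. Shared 3′ ends were counted as exact matches of 50 bases within the last 500 bases of transcripts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No group had 3 libraries on both sides of a comparison, so regrouping the samples could not be used as a test. The miR-203 gene, Prl and Rbfox3 were not analysed here.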

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

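The tests of library series, supplementary genes, DOX exposure, detection floor, clone identity and differences between cultures of one condition were chosen only after the results were seen. The choices of settings and gene rules were made before the data were examined, unless stated otherwise.

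Opposite directions between replicates or groups were looked for among 34 items (19 genes and 15 lists), with a change of at least 0.5 on the log2 scale in every replicate of each side. None of these differences was tested, because each side has 1 or 2 libraries. Over all 11891 genes, 14% moved in opposite directions in the DOX replicates by the same threshold, so some of these differences arise among any genes. Krt5 fell with DOX in tumor organoids (mean of the replicates -3.37) and rose in the non-tumor library (0.97), a difference of -4.33. Between DOX replicates 2 and 1 the difference was -4.05 for Krt14, -4.38 for Krt17, 3.06 for Aldh1a1, 2.44 for Aldh2 and -1.51 for Cd44. Between MEGM replicates 3 and 2 it was 1.76 for Krt5, 3.24 for Krt14, 2.40 for Krt17, 3.67 for Cdk1, -6.85 for Aldh1a1, -4.37 for Pgr and 1.97 for 2610528A11Rik. Aldh1a1 and Pgr were near the floor in some of these libraries. The MEGM replicates were in 1 series, so the series does not separate them. For Aldh1a1, Aldh2, Cd44, Pgr and the MEGM differences no other explanation, technical or biological, was tested.

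For the basal cytokeratins with DOX, technical explanations were weighed first. The fewest reads of Krt14 or Krt17 in the 4 libraries compared was 41, above the floor. The 3′ ends of both genes were 90.5% unique, just over the 90% required, which leaves little room for reads shared with Krt16 or with each other. As no clone was treated with DOX in both series (0 clones), replicate and series cannot be told apart. Clone identity was checked over 215 genes that differed by at least 3 on the log2 scale between the control of replicate 1 and each of the control, MEGM and MEGM with DOX libraries of replicate 2. At these genes the DOX library of replicate 1 was nearer its own clone at 78.6% and that of replicate 2 at 52.1%. The latter is close to an even split, and the band of 10 percentage points that leaves it undecided was set after the value was seen. The gene Gm15459, chosen after its values were seen, had 1, 0, 1 and 0 reads in the control, DOX, MEGM and MEGM with DOX libraries labelled replicate 2, and 630 and 1552 reads in the control and DOX libraries of replicate 1. The genes Gm15920, Gm10478 and Gm48362, chosen in the same way, had 0, 142 and 3 reads in the DOX library of replicate 2. In replicate 1 they had 133, 4 and 67 reads in the control and 166, 7 and 125 with DOX. At these 4 genes both DOX libraries lay with their labelled clones, but the genes were chosen with the values of the DOX libraries in view, so they do not decide what the marker test left undecided. Between the 2 non-tumor controls the median difference of Krt5, Krt14 and Krt17 was -2.16, near the size of the changes with DOX, but these controls are in different series, so this value mixes series with culture. The opposite directions therefore cannot be told apart from series, from a mislabelled clone or from differences between cultures of one condition. A clone-specific response may exist, but it is a hypothesis that these libraries cannot separate from those explanations.

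Hypoxia genes, which the paper does not discuss, were lower with DOX in tumor organoids, with a median log2 fold change of -2.47 and 33 of 33 genes lower. Of these, 10 passed an adjusted p of 0.05 in limma. The median was -2.66 in replicate 1, -2.33 in replicate 2 and 0.01 in the non-tumor DOX library, and the difference between tumor and non-tumor was not tested. Scaling to the same total without the gene with most counts left a median of -2.38. Drawing every library down to the smallest depth left -2.47. Of 10000 lists matched on mean expression, GC content and transcript length (all 33 genes have these values), 0% fell as far, the lowest having a median of -0.75. The list was prompted by the paper's supplementary table, whose genes were called lower with DOX in these same libraries. Its low rank was therefore partly built in, and the matched test was not repeated without the genes of that table. Over the 22 genes with unique 3′ ends the median was -2.68. In the series with fewer such genes, 32 of the 33 were lower. Without the genes of the supplementary table 19 genes remained, with a median of -1.95. With the clone as a block the medians in these checks were between -1.84 and -2.70. In the same clone, the list was lower with MEGM and DOX than with MEGM by -0.70 (28 of 33 genes lower), but with 1 library on each side this difference has no replicate check. The tests for depth, top gene, GC content and length, paralogs, series and the supplementary genes each left the fall in place, and the test with MEGM remains open. Contamination by other cells was not tested for this list. Between untreated cultures the median of the list differed by -0.01 (the non-tumor controls) and -0.12 (the tumor controls of replicates 2 and 3). A candidate explanation is lower hypoxia signalling after miR-203, which stays a hypothesis that the comparison with MEGM does not decide.

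Gdf15, which the paper does not discuss, rose with DOX by 6.62 on the log2 scale and was higher in both replicates (9.18 and 5.55). In the non-tumor library it changed by 0.08. With MEGM and DOX it was lower than with MEGM alone in replicate 2, by -0.62, with 1 library on each side. Its 3′ end was 100% unique, so reads shared with a paralog are not a source. Its log2 fold change stayed between 6.30 and 7.17 in 13 settings, which covered 2 other scalings, the library series as a covariate and the clone as a block. Gdf15 did not pass 0.05 with edgeR (adjusted p = 0.055) or with only the 2 conditions in limma (adjusted p = 0.24). When each library was left out in turn, its log2 fold change was between 5.72 and 7.38. The rise was present in the pair of each series. No biological explanation was tested.

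EMT genes were higher in the tumor library with MEGM and DOX than in its control, by a median of 1.42 (34 of 41 genes), a condition the paper does not describe. MEGM alone raised the list in the same clone by a median of 0.95 (31 of 41 genes), and MEGM with DOX against MEGM gave 0.42 (28 of 41 genes), so most of the rise was also present with the medium alone. With all libraries drawn down to the smallest depth the median was 1.30, which leaves library depth out. Without fibroblast markers it was 1.32, but only 1 of the 9 markers has a tested value, so that check is void. The pattern rests on 1 library and cannot be told apart from RNA of fibroblasts.

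Gm42418 (chromosome 17 of GRCm38, 39846958 to 39848788), a lincRNA of the annotation, took 19.6% of the normalized counts in the DOX library of tumor replicate 2, the highest share, and 14.7% in that of replicate 1. In the tumor controls its share was 5.26% to 7.44%, and 18.3% in the non-tumor MEGM library. Its share was lower with DOX (6.86%) than in the matched control (9.95%) in non-tumor organoids. Its 3′ end was 100% unique by exact matches, which were sought in annotated transcripts only. That check cannot exclude reads from other genomic copies, or a difference in the make-up of the libraries. No other explanation was tested for this gene.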

How the results depend on the processing

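No test in this part was chosen after its result was seen, except for the settings named as added. For each change below, the cause was not tested.

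With DOX in tumor organoids, the count of 24 genes was 38 with a pseudocount of 0.1 (24 shared), 7 with edgeR (7 shared), 503 with DESeq2 (24 shared) and 506 with DESeq2 and the clone as a block. With only the 2 conditions in the limma fit 0 genes passed an adjusted p of 0.05, against 1759 at an unadjusted p of 0.05 over all libraries. The other settings gave 17 to 34 genes, among them 34 with the same total, 24 with quantile normalization and 17 with the clone as a block in limma. DESeq2 without a filter, added after the data were seen, called 487, and 265 with the 2 conditions alone. Leaving out each control in turn gave from 4 to 66 genes. With MEGM the count of 0 (841 at an unadjusted p of 0.05) was 183 with DESeq2, 243 with DESeq2 and the block, 189 and 292 in the added settings, and 0 in every other setting and in each fit that left out a control. Between tumor and non-tumor controls the count of 71 (37 higher, 34 lower) was 38 with a pseudocount of 0.1, 23 with a mean of at least 50, 44 with the 2 groups alone, 45 with edgeR, 511 with DESeq2, and 500 and 734 in the added settings. It ranged from 12 to 63 when each tumor control was left out. The split moved to 25 higher and 37 lower with the same total, to 36 and 61 with a pseudocount of 5, and to 19 and 4 with a mean of at least 50. In simulated reads 24.8% of DESeq2's calls were false, against 8.24% for limma. Those reads carried no clone or series effect, so the rates may not hold for the real libraries. The pairing check gave 0.11 (DOX) and 0.19 (MEGM).

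Distances to the matched control, as multiples of that between the non-tumor controls, moved with 1 minus the Spearman correlation to 3.31 and 2.35 (DOX, replicates 1 and 2), 2.08 (MEGM, replicate 3), 1.71 (MEGM with DOX) and 1.63 (non-tumor MEGM). The steps in the principal components were 2.95 for DOX replicate 1 with the larger set of variable genes. Over all genes they were 4.29 and 3.63 for DOX replicates 1 and 2, 1.95 for MEGM replicate 3 and 1.40 for MEGM with DOX. The Pearson correlations of DOX and MEGM effects changed under none of the 6 settings tried for them by more than the spread between replicates. Movement towards the non-tumor value became 43.9% for the mammary gland development list in replicate 2 with the same total. For the epithelial differentiation list it became 47.4% and 57.9% in replicates 1 and 2 with quantile normalization.

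For DOX, 9 to 11 of the 15 lists passed 0.05 under the alternatives and when each control was left out. With MEGM, 2 lists passed, 6 when ranked by log2 fold change, 3 with the clone as a block, and 4 to 5 when each control was left out. Ranked by log2 fold change, the mammary gland development list had a score of -1.50 and passed. The EMT list with DOX (1.54) fell below the threshold with no filter (1.42), with the clone as a block (1.43), ranked by log2 fold change (1.31) and with camera (0.29, a mean difference), its adjusted p ranging from 0.0093 to 0.37. The basal cell list passed with the clone as a block (-1.77) and ranked by log2 fold change (-2.10), its adjusted p ranging from 0.00025 to 0.34. Across the 5 fits that each left out a library, the scores with DOX ranged from -1.95 to -0.95 (mammary gland development), -2.30 to 0.61 (stem and basal), -2.05 to -1.15 (mature luminal), -1.14 to 1.84 (EMT) and -2.18 to 0.75 (basal cells), and the EMT score with MEGM from 2.43 to 2.52. The mature luminal list kept its direction and passed 0.05 in each of the 10 settings other than leaving out libraries, and so did the stem and basal list. Without the control of replicate 1 the mature luminal list no longer passed, and without the DOX library of replicate 1 the score of the stem and basal list changed sign (0.61).

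Scores also reversed. The 6 miR-203 targets went from 0.65 to -0.98 (no filter), -0.56 (same total), -1.11 (the clone as a block) and -1.05 (ranked by log2 fold change), and from -1.08 to 0.46 when libraries were left out. With MEGM, reversed scores were 0.91 (luminal progenitor, clone as a block), -0.72 (squamous, clone as a block), 1.01, 1.21 and 0.05 (supplementary development, with a mean of at least 50, ranked by log2 fold change and camera), 1.09 and 1.03 (migration, clone as a block and ranked by log2 fold change), 0.84 (metabolism, mean of at least 50) and -0.02 (cell cycle, camera). When libraries were left out these lists ranged from -1.04 to 0.87, -1.80 to 2.00, -1.78 to 1.63, -1.35 to 1.41, -1.49 to 1.31 and -1.13 to 1.12, in that order. With MEGM the sign also changed for mammary gland development (-1.44 to 0.92), mature luminal (-1.64 to 1.05), basal cells (-0.72 to 2.04), proliferation (-2.44 to 1.10) and miR-203 targets (-0.53 to 1.03), and with DOX for luminal progenitor (-1.79 to 1.40). None of these lists passed 0.05 with all libraries and the settings used at the claims. Among the reversed scores, those of the squamous list without the control of replicate 1 (-1.80) and of the supplementary development list without the control of replicate 2 (1.63) passed it.

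Among single genes with DOX, Krt18 reversed to -0.04 (same total), -0.02 (the clone as a block in limma) and -0.03 (the clone as a block in DESeq2), Aldh1a1 to 0.03, Esr1 to 0.14 and Cd44 to 0.04 with quantile normalization, Cd44 to 0.13 with edgeR and 0.14 with DESeq2, and Cdh1 to -0.01 with the same total. Leaving out libraries gave -0.07 to 0.17 (Krt18), -2.55 to 1.36 (Aldh1a1), -0.69 to 0.67 (Cd44), -0.14 to 0.23 (Cdh1), -2.88 to 0.48 (Krt14), -2.62 to 0.63 (Krt17), -2.94 to 0.80 (Vim), -0.73 to 1.09 (Aldh2) and -1.33 to 0.09 (Esr1). Counting the lists and genes not at the center of a comparison, 41 values reversed, 27 moved, 17 became stronger and 14 weaker, counting every setting. The other 589 kept their direction and side of the threshold or, where leaving out a library left 1 library in a group, moved by less than the spread between replicates, whatever their sign. Depth limits Krt5, Pgr, Esr1, Aldh1a1, Gm15283, 2610528A11Rik and Kbtbd11, which had 3 reads or fewer in at least 1 DOX library, so their changes there are lower bounds or were not detectable.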

Differences from the paper's values

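The paper's supplementary table gives, for each term, a number of genes and its percentage, from which about 233 genes lower with DOX follow as the paper's total, against 23 here in limma. Of the alternatives set before the data were examined, DESeq2 on the recovered reads (338 genes lower) came within 1.5 times the paper's value. The others did not, among them DESeq2 with the clone as a block (359) and edgeR (7). DESeq2 without a filter, with all libraries (330) or with the 2 conditions alone (181), also came within that range, and these settings were chosen after seeing the values.

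Of the 143 genes named in that table as the paper's, 13 passed an adjusted p of 0.05 and were lower here. None of the alternatives set before the data were examined reached 143. DESeq2 gave 66 and DESeq2 with the clone as a block 70. In the settings chosen after seeing the values the number was 66 and 49.

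The paper states that mature luminal genes were induced with miR-203 and that stem cell genes showed no relation. Here the hand-written mature luminal list had a score of -1.80 and the stem and basal list -1.94, and no setting tried gave the mature luminal list a score above 0. The stem and basal score was 0.61 without the DOX library of replicate 1 and negative in the other settings. In the ranks of each clone alone the stem and basal score was -1.85 in replicate 1 and -1.70 in replicate 2. The mature luminal score was -1.78 in replicate 1 and 0.93 in replicate 2.

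The paper states that miR-203 partly reverted the difference between tumor and non-tumor organoids in mammary gland development genes and in their epithelial differentiation subset, in tumor organoids only. Here 42.7% and 56.1% of the development genes moved towards the non-tumor value in tumor organoids, beside 46.6% and 46.3% of all genes. In the non-tumor library 67.1% of them moved in that direction, beside 60.7% of all genes. With the same total per library the share in replicate 2 was 43.9%. For the subset it was 36.8% and 47.4%, and 42.1%. Under quantile normalization the subset in replicate 2 came to 57.9%. Pearson correlations of the DOX effect with the divergence leaned towards reversal in tumor organoids, at -0.12 and -0.24 (development) and -0.04 and -0.46 (subset). Over all genes they were 0.07 and -0.07. The Spearman correlations were 0.04 and -0.14 (development) and 0.02 and -0.11 (subset). In the non-tumor library the Pearson correlations were -0.41 (development) and -0.44 (subset). By root mean square log2 difference that library lay nearer the control used in the divergence (0.591) than its own (0.747). Its shares and correlations therefore do not measure reversal in non-tumor organoids.

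The paper states that basal cell signatures were lower with miR-203. Here the basal cell list had 20 of 23 genes lower but an adjusted p of 0.097, and it passed 0.05 with the clone as a block (-1.77) and ranked by log2 fold change (-2.10). At the paper's FDR of 0.25 it also passed with the settings used at the claim. The adjusted p ranged from 0.00025 to 0.34 over the settings other than leaving out libraries, and every one of them gave a negative score except 1 of the 5 fits that left out a library (0.75).

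The paper states that EMT genes showed a poor relation with miR-203. Here the score was 1.54 with an adjusted p of 0.029, past 0.05 and the paper's 0.25, and it did not pass 0.05 with no filter (1.42), with the clone as a block (1.43), ranked by log2 fold change (1.31) or with camera (0.29), the adjusted p ranging from 0.0093 to 0.37. Of these, the setting with camera was the one that did not pass 0.25. In the ranks of each clone alone the score was -1.22 and -0.92.

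The paper describes major changes of cytokeratins, of progenitor, EMT and differentiation markers and of Cdk1 with miR-203. Here 0 of the 15 such genes tested passed over all genes in limma. Cdk1 passed with DESeq2 (-4.24) and with DESeq2 and the clone as a block (-4.35), with adjusted p from 2.8e-05 to 0.4 over the alternatives set before the data were examined other than leaving out libraries. It also passed with DESeq2 without a filter, with all libraries (adjusted p = 2.3e-05) or with the 2 conditions alone (adjusted p = 0.00043), settings chosen after seeing the values. Krt5 (-2.89) and Mki67 (-3.18) passed with DESeq2 and the clone as a block. Over the same alternatives their adjusted p ranged from 0.046 to 0.66 and from 0.03 to 0.5. In the settings chosen after seeing the values it was 0.67 and 0.86 for Krt5 and 0.07 and 0.25 for Mki67. In limma, Cdk1 passed without the control of tumor replicate 3 (-4.70, adjusted p = 0.046).

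The paper states that the profile with miR-203 ran in part parallel to that with differentiation media in tumor organoids. Here the Pearson correlations of the effects across genes were -0.076, 0.135 and 0.022 where no library was shared, and 0.271 where the control was shared. Over the 6 settings tried they stayed between -0.108 and 0.315. The Spearman correlations of the same pairs were -0.109, 0.154, -0.123 and 0.275. The Pearson correlation was itself only 0.148 between the DOX replicates and 0.342 between the MEGM replicates. On the third principal component the DOX and MEGM steps went the same way, but the range of the tumor controls covered the DOX steps.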

Other observations

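The tests of library series and of the detection floor in this part were chosen only after the results were seen.

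The genes of the paper's supplementary table fell in both DOX replicates but more often in replicate 2, with 143 of 143 lower, than in replicate 1, with 106 of 143 (74.1%). If this came from calling genes over both replicates together, the genes called lower here by DESeq2 in the 2 conditions alone would show a similar share, but of these 181 genes 97.8% were lower in replicate 1. Of the 37 genes not lower in replicate 1, 8 (21.6%) had 3 reads or fewer in its control, too few for the detection floor to account for most of them. Neither explanation accounts for the pattern, and no biological explanation was tested. It may relate to which libraries entered the paper's comparison, which its text does not name, and this remains a hypothesis.

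The non-tumor DOX library lay 0.591 from the control of the other series and 0.747 from that of its own series, in root mean square log2 difference, so library series did not account for its closeness to the non-tumor controls. With 1 library no biological explanation was tested.

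Genes of squamous differentiation were at a median of 2.29 normalized counts in the control of tumor replicate 1, with 11 of 21 genes at the floor, 946 in that of replicate 2 and 147 in that of replicate 3. With DOX they were at 1.68 in replicate 1 and 11.4 in replicate 2. The enrichment score with DOX was -2.18, but in replicate 1 the genes at the floor could not fall measurably, and 8 genes of the list were lower and 9 higher there. In the tumor library with MEGM and DOX the median was 145, against 298 with MEGM alone.

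The proliferation list, lower with DOX in tumor organoids by medians of -4.66 and -1.19, was higher with MEGM and DOX than with MEGM alone in replicate 2, by a median of 0.69 with 27 of 28 genes higher. This compares 1 library with another. Hypoxia genes were higher in tumor than in non-tumor controls by a median of 1.12, with 31 of 33 higher, and squamous genes by 2.41 with 21 of 21 higher. The median count of the squamous genes in the tumor control of replicate 1 was nevertheless below those of the non-tumor controls (4.9 and 35.8). All non-tumor libraries came from 1 clone. The targets of miR-203 that the paper's text names, 6 of which were tested, had a median log2 fold change of -0.23 with DOX and a score of 0.65 (adjusted p = 0.88 from fgsea on limma's statistic), with 3 genes lower.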
